# Overexpression of the vitamin D receptor (VDR) induces skeletal muscle hypertrophy

**DOI:** 10.1016/j.molmet.2020.101059

**Published:** 2020-08-07

**Authors:** Joseph J. Bass, Asif Nakhuda, Colleen S. Deane, Matthew S. Brook, Daniel J. Wilkinson, Bethan E. Phillips, Andrew Philp, Janelle Tarum, Fawzi Kadi, Ditte Andersen, Amadeo Muñoz Garcia, Ken Smith, Iain J. Gallagher, Nathaniel J. Szewczyk, Mark E. Cleasby, Philip J. Atherton

**Keywords:** Vitamin D, Skeletal muscle, Metabolism, Exercise

## Abstract

**Objective:**

The Vitamin D receptor (VDR) has been positively associated with skeletal muscle mass, function and regeneration. Mechanistic studies have focused on the loss of the receptor, with *in vivo* whole-body knockout models demonstrating reduced myofibre size and function and impaired muscle development. To understand the mechanistic role upregulation of the VDR elicits in muscle mass/health, we studied the impact of VDR over-expression (OE) *in vivo* before exploring the importance of VDR expression upon muscle hypertrophy in humans.

**Methods:**

Wistar rats underwent *in vivo* electrotransfer (IVE) to overexpress the VDR in the *Tibialis anterior* (TA) muscle for 10 days, before comprehensive physiological and metabolic profiling to characterise the influence of VDR-OE on muscle protein synthesis (MPS), anabolic signalling and satellite cell activity. Stable isotope tracer (D_2_O) techniques were used to assess sub-fraction protein synthesis, alongside RNA-Seq analysis. Finally, human participants underwent 20 wks of resistance exercise training, with body composition and transcriptomic analysis.

**Results:**

Muscle VDR-OE yielded total protein and RNA accretion, manifesting in increased myofibre area, i.e., hypertrophy. The observed increases in MPS were associated with enhanced anabolic signalling, reflecting translational efficiency (e.g., mammalian target of rapamycin (mTOR-signalling), with no effects upon protein breakdown markers being observed. Additionally, RNA-Seq illustrated marked extracellular matrix (ECM) remodelling, while satellite cell content, markers of proliferation and associated cell-cycled related gene-sets were upregulated. Finally, induction of VDR mRNA correlated with muscle hypertrophy in humans following long-term resistance exercise type training.

**Conclusion:**

VDR-OE stimulates muscle hypertrophy ostensibly via heightened protein synthesis, translational efficiency, ribosomal expansion and upregulation of ECM remodelling-related gene-sets. Furthermore, VDR expression is a robust marker of the hypertrophic response to resistance exercise in humans. The VDR is a viable target of muscle maintenance through testable Vitamin D molecules, as active molecules and analogues.

## Highlights

• Increased vitamin D receptor (VDR) expression stimulates skeletal muscle hypertrophy.
• Anabolic signalling, ribosomal biogenesis, and muscle protein synthesis are enhanced.
• Coordinated upregulation of extracellular remodelling related gene-sets.
• VDR expression correlates with resistance exercise induced hypertrophy in humans.

## 1 Introduction

The classical function of Vitamin D is to regulate calcium (Ca^2+^) and phosphate (P_i_) homeostasis to maintain bone health and prevent bone-related disorders [1,2]. However, Vitamin D influences tissues other than bone, acting through its ubiquitously expressed Vitamin D receptor (VDR) [3], with exogenous Vitamin D upregulating VDR mRNA and Vitamin D metabolism in skeletal muscle [4]. Studies have demonstrated Vitamin D deficiency results in a reduction in skeletal muscle mass and function [5]; conversely, vitamin D supplementation enhances muscle function and myofibre cross-sectional area (CSA) in the elderly [6,7] and athletes [8,9]. Despite previous controversy regarding the presence of the VDR in skeletal muscle, recent studies have confirmed expression of the VDR [10,11]. Furthermore, CYP27B1 (responsible for conversion of inactive 25-hydroxyvitamin D_3_ to active 1,25-dihydroxyvitamin D_3_) is present in fully differentiated skeletal muscle of both rodents and humans [12]. The VDR is a nuclear receptor, binding to promotors of specific DNA sequences at Vitamin D-responsive elements (VDREs) to regulate transcription of Vitamin D-responsive genes [13]. Furthermore, non-transcriptional VDR signalling has also been revealed [14] and may be functionally regulated through post-translational modifications [15].

Ostensibly autonomous roles of the VDR in skeletal muscle (i.e., independent from Vitamin D) have also been reported, with decreased VDR protein expression being linked to multiple disease states and ageing [16,17]. Notably, multiple studies have explored the implications of loss of the VDR, primarily in whole-body knockout animal models, with reductions in muscle fibre size and strength being observed [18,19]. Likewise, transient muscle-specific VDR knockdown impairs myogenic differentiation [20], and VDR expression is required for Vitamin D-induced anti-proliferative/pro-differentiation effects in myoblasts [21]. In clinical studies, VDR expression is elevated and linked to regeneration following muscle damage [12] and is acutely upregulated (1–3 h) following resistance exercise [22], indicating a link to muscle growth and maintenance. However, despite pre-clinical and clinical suggestions of a link between muscle VDR expression and muscle mass/function, no studies have investigated the mechanistic or functional role of increased VDR expression in skeletal muscle.

Therefore, the aim of this study was to explore the mechanistic role of the VDR in skeletal muscle. To achieve this, we locally overexpressed the VDR *in vivo* using electrotransfer techniques; in doing so, we observed myofibre hypertrophy, upregulated mTOR signalling, global muscle protein synthesis (MPS) and satellite cell recruitment. Finally, we validated the clinical relevance of this by showing that upregulation of VDR pathway expression is positively associated with muscle hypertrophy following resistance training in humans.

## 2 Materials and methods

### 2.1 Animal handling

All animal experimental procedures were undertaken and approved by the Royal Veterinary College's Ethics and Welfare committee and carried out under UK Home Office licence to comply with the Animals (Scientific Procedures) Act 1986. Eight-week-old male Wistar rats were housed at 22 ± 0.5 °C under a 12 h day/12 h night cycle and acclimatised to their new surroundings for one week. Animals were fed a normal maintenance chow diet *ad libitum* (Special Diet Services, LBS Biotechnology, Surry, UK) (with standard Vitamin D_3_ fortification at 621.7 IU/kg to prevent deficiency). Ten days after *in vivo* electrotransfer (IVE), all rats were fasted overnight and underwent euthanasia by injection of pentobarbitone. Animals were fasted to determine “basal” anabolic signalling responses separate from growth conditions (i.e., fed response). A sub-set of animals underwent an intraperitoneal glucose tolerance test (IPGTT) combined with administration of 2-[1,2–^3^H(*N*)]-deoxy-d-glucose tracer (Perkin–Elmer; Seer Green, Bucks, UK) to assess muscle glucose uptake and glycogen content as previously described [23]. Blood was collected by tail nick at 0, 15, 30, 60 and 90 min post glucose injection and measured immediately using an Accu-Check Advantage meter (Roche Diagnostics, Burgess Hill, West Sussex, UK). Muscles were rapidly dissected after euthanasia; transverse sections were mounted on cork tiles in optimum cutting temperature (OCT) medium and snap-frozen in liquid nitrogen-cooled isopentane. The remaining muscle was freeze-clamped and stored at −80^°^C. For glucose uptake into muscles, plasma at each time point was deproteinised and radioactivity determined by liquid scintillation counting in Ultima Gold XR (Perkin–Elmer) on an LS6500 Multipurpose scintillation counter (Beckman Coulter, High Wycombe, UK) before the area under the curve (AUC) was calculated. Frozen muscle was powdered and homogenised in water and phosphorylated deoxyglucose separated by an anion exchange resin Bio-Rad Laboratories, Hemel Hempstead, UK) before β-scintillation counting to calculate the clearance of deoxyglucose into each muscle [23].

### 2.2 *In vivo* electrotransfer (IVE)

IVE procedures were undertaken as previously described [24]. Briefly, animals were anaesthetised using isofluorane (2.5%) and their hind limbs shaved and prepared with ethanol. *Tibialis anterior* muscles (TAM) were injected intramuscularly with six spaced 50-μl aliquots of lenti-shRNA particles prepared in endotoxin-free sterile saline at 0.5 mg/ml. TAMs were chosen due to their relatively superficial nature and previously validated ability to overexpress specific proteins through IVE genetic manipulation [24]. Animals received pCMV6-mVDR (Origene, MR206711) into the right and empty pCMV6 controls into the left TAM. Immediately following this, one 900 V/cm, 100 μs pulse and four 90 V/cm, 100 ms pulses were administered across the distal limb via tweezer-electrodes attached to an ECM-830 electroporator (BTX, Holliston, MA). Animals subsequently received a subcutaneous injection of carprofen (50 mg/kg) before recovery from anaesthesia.

### 2.3 Measurement of muscle protein synthesis (MPS)

Seven days post-IVE, animals received a D_2_O bolus through oral gavage (7.2 ml/kg, 70 atom %) to measure cumulative MPS. To determine peak D_2_O body water enrichment, 2 animals were euthanised 2 h after oral gavage, and blood was collected in pre-chilled tubes containing lithium heparin. These were subsequently cold centrifuged at 1,750 g, with plasma fractions separated into aliquots and frozen at −80^°^C. Ten days after IVE, animals were overnight fasted and euthanised before blood and muscle was collected.

Isolation of myofibrillar, mitochondrial, cytoplasmic and collagen protein was undertaken as previously described [25]. Briefly, 50 mg of muscle was homogenised in ice cold homogenisation buffer, before continuous vortexing for 10 min and centrifugation at 13,000 g for 5 min at 4^°^C, and sarcoplasmic protein containing supernatant was collected and precipitated in 1 M of perchloric acid (PCA). The pellet was further homogenised using an ice cold dounce homogeniser in cold mitochondrial extraction buffer (MEB) before centrifugation at 1,000 g for 5 min at 4°C and supernatant collection. Pelleted myofibrillar proteins were solubilised in 0.3 M of NaOH at 37 °C for 30 min. Collagen was pelleted by centrifugation at 13,000 g for 10 min, and myofibrillar containing supernatant was removed and precipitated in 1 M of PCA. Pellets were washed in 70% ethanol, before being hydrolysed overnight at 110 °C in 1 ml of 0.1 M HCl and 1 ml of H^+^ Dowex resin.

Hydrolysed amino acids were eluted into 2 M of NH4OH then evaporated to dryness. Deuterium labelling of protein-bound alanine was determined though conversion to its tert-butyldimethysilyl derivative and assessed by single ion monitoring (SIM) of m/z 260 and 261 by gas chromatography-mass spectrometry. D_2_O enrichment of plasma was measured using a modified acetone exchange method [26]. Two microliters of 10N NaOH and 1 μl of acetone was added to 100 μl of plasma and vortex mixed for 15 s. Following 24 h of incubation at room temperature, to allow the exchange of hydrogen atoms for deuterium, acetone was extracted into n-heptane and injected into a gas chromatograph-mass spectrophotometer. D_2_O enrichment was measured via SIM of m/z 58 and 59 referenced to a standard curve of known D_2_O enrichments. The fractional synthetic rate (FSR) was calculated using the following equation:

FSR (%/h) = [(MPE_Ala_)]/[3.7× (MPE_MW_) x *t* ] x 100

MPE_Ala_ represents protein-bound alanine enrichment, MPE_MW_ represents plasma water enrichment (corrected for mean number of deuterium moieties incorporated per alanine, 3.7) and *t* signifies time in hours [27].

### 2.4 qRT-PCR

RNA from skeletal muscle was extracted into TRizol reagent (Invitrogen 15596026) and reverse transcribed using a High-Capacity cDNA Reverse Transcription kit (Applied Biosystems 4368814), both following the manufacturer's recommendations. qRT-PCR was performed using SYBR Select Master Mix (Applied Biosystems 4472908) with primers designed in-house using Primer Express® (Table S1) on a ViiA®7 Real-Time PCR system in triplicate (Life Technologies). Quantification was performed using the 2^−ΔCT^ method and normalised to glyceraldehyde 3-phosphate dehydrogenase (GAPDH).

### 2.5 Western blotting

For signalling targets, muscles were homogenised in ice-cold homogenisation buffer using clean sharp scissors. Samples were centrifuged at 11,000 g for 10 min at 4^°^C, and the supernatant was removed and quantified by Nanodrop. Extraction of VDR proteins required homogenisation and preparation in a hyperosmolar lysis buffer (HLB) (urea 6.7 M, glycerol 10%, Tris–HCl 10 mM, SDS 1%, DTT 1 mM, PMSF 1 mM and protease inhibitor cocktail tablet (Roche, West Sussex, UK)) as previously described [28]. All samples were diluted in homogenisation buffer and 1× Laemmli loading buffer to the same concentration.

Samples were loaded onto a Criterion XT Bis-Tris 12% sodium dodecyl sulphate polyacrylamide gel electrophoresis (SDS-PAGE) gel (Bio-Rad, Hemel Hempstead, UK) for electrophoresis for 1 h at 200 V. Separated proteins were transferred onto a polyvinylidene difluoride (PVDF) membrane for 45 min at 100 V, then blocked in 5% low-fat milk in Tris-buffered saline and 0.1% Tween-20 (TBST) for 1 h at room temperature. Membranes were then incubated at 4^°^C overnight in 5% milk diluted in TBST primary antibody solutions. Afterward, membranes were washed 3 × 5 min with TBST and incubated for 1 h at room temperature in their respective horseradish peroxidase (HRP) conjugated secondary antibody, anti-rabbit (Cell Signalling Technologies) 1:2,000 5% low-fat milk in TBST or anti-mouse (Cell Signalling Technologies) 1:2,000 5% low-fat milk in TBST. Membranes were washed 3 × 5 min in TBST and incubated for 5 min in enhanced chemiluminescence reagent (Millipore, Watford, UK) and visualised using a Chemidoc XRS. Bands were quantified using ImageLab software and normalised to total loaded protein visualised by Coomassie brilliant blue staining [29]. Primary antibodies against p-AKT Ser473 (1:2,000, #4060), Pan-AKT (1:2,000, #4685), p-TSC2 Thr1462 (1:2,000, #3611), TSC2 (1:2,000, #4308), p-mTOR Ser2448 (1:2,000, #2976), mTOR (1:2,000, #2972), p-p70S6K1 Thr389 (1:2,000, #9234), p70S6K1 (1:2,000, #2708), p-S6RP Ser235/236 (1:2,000, #2211), S6RP (1:2,000, #2217), p-4e-BP1 Thr37/46 (1:2,000, #2855), 4e-BP1 (1:2,000, #9644), p-eIF4E Ser209 (1:2,000, #9741), eIF4E (1:2,000, #9742) were from Cell Signalling Technologies. Primary antibodies against VDR (D-6) (1:2,000, SC-13133) were from Santa Cruz.

### 2.6 Immunofluorescence and co-localisation

Five-micrometre-thick muscle cross-sections were cut at −22^°^C using a Cryostat, mounted on glass slides before air-drying at room temperature. Sections were fixed in acetone/ethanol (3:1) for 5 min, before washing three times in phosphate-buffered saline (PBS).

Fibre CSA, VDR expression and co-localisation analysis was undertaken at the University of Birmingham. For CSA analysis, primary antibodies toward VDR (Rabbit, Ab109234, Abcam) and dystrophin (Mouse, MANDYS1(3B7), Developmental Studies Hybridoma Bank, Iowa City) were diluted in 5% goat serum in PBS 1:50 and 1:200, respectively. Antibodies were applied to each section and incubated for 2 h in a humidity chamber at room temperature before being washed in PBS three times. Secondary fluorescent anti-rabbit (Alexa Fluor® 594, A11012, Invitrogen) and anti-mouse (Alexa Fluor® 488, A21121, Invitrogen) antibodies were diluted in PBS 1:200 and sections incubated for 30 min in a humidity chamber at room temperature. Slides were subsequently washed three times in PBS, and a 1:1,000 4′,6-diamidino-2-phenylindole (DAPI) stain (Invitrogen) in PBS applied for 5 min before three further PBS washes. Mounting media (Invitrogen) was applied to each section and dried in darkness overnight. Additional sections were probed using anti-MHC IIa (SC-71) or anti-MHC IIb (BF–F3) diluted 1:50 in PBS. Sections were subsequently imaged in a blinded fashion using a Nikon Eclipse E600 and analysed using ImagePro 3D capture software. Three random fields of view were measured per section. For mTOR and LAMP2 co-localisation, primary antibodies toward mTOR (#05–1592, Millipore) and LAMP2 (AP1824d, Abgent) in 5% goat serum in PBS at 1:200 and 1:100, respectively. Secondary fluorescent antibodies anti-mouse IgGγ1 (Alexa Fluor® 594, A11005) and anti-rabbit (Alexa Fluor® 488, A11034) were additionally used as stated before.

Subsequent analysis for of PAX7+ satellite cells (SCs) was undertaken at Örebro University. Briefly, muscle cross-sections were mounted and air-dried as previously described. Sections were incubated with primary antibody towards PAX7 (Developmental Studies Hybridoma Bank) before incubation with a biotinylated anti-mouse secondary antibody (BA-9200, Vector Laboratories) as described in (Bankolé et al., 2013).

### 2.7 RNA-seq analysis

RNA was extracted using an RNeasy mini kit (Qiagen), following the manufacturer's recommendations. All RNA samples had RIN [30] scores of greater than 8. RNA was prepared using the Tru-Seq RNA library preparation kit (Illumina). RNA-sequencing was carried out by Edinburgh Genomics using the Illumina HiSeq 4000 platform generating 75 bp paired end reads. After initial quality control and base calling, tag data were examined with Fast QC [31] and adaptor sequences trimmed where necessary using trimmomatic [32]. Unpaired reads were found to be of low quality and were dropped from the analysis. No set of paired reads failed quality control. Alignment and feature counts were generated using the Rsubread package in R [33]. Differential expression was examined using the edgeR package [34]. The count data was filtered as recommended by the authors of edgeR by identifying the count-per-million (CPM) at a count of 10 [35] and subsequent normalisation was obtained with the trimmed mean of M-values method [36]. Differential expression was analysed using the glmFit function of edgeR with design matrices to account for biological pairing between treated and control limbs. Subsequent gene-set testing was carried out using the GSEABase library [37] in R using gene-sets from the Molecular Signatures Database maintained by the Broad Institute [38]. PathVisio v 3.3.0 [39,40] was used to construct all pathway analysis, utilising pathways from the WikiPathways [41] repository. The *Rattus norvegicus* Derby Ensembl 91 database was used for identity mapping of genes, with log-fold changes (</> 0.26) of each gene mapped to pathway nodes and significantly altered genes (*p* < 0.05) visualised.

### 2.8 Human participants

Muscle samples from the Derby resistance exercise training (RET) study [42] underwent additional analyses. Ethical approval for the original study and subsequent analysis was granted by The University of Nottingham Medical School Ethical Advisory Committee. Male and female healthy participants aged 18–75 were recruited (n = 37, 23 male, 14 female 48.4y±2.6 y), ensuring confounding age-associated decreases in VDR expression and response to RET were reduced. All subjects trained three times a week for 20 weeks, with sessions lasting approximately 60 min. Training intensity was 70% 1-repetition max (RM), based on single sets of 12 repetitions with 2-min rests between sets of seated chest press, lat pull down, seated lever row, leg extension, seated leg curl, seated leg press, back extension and abdominal curls. Biopsies of *vastus lateralis* muscle were taken pre-RET regime, and post-RET biopsies were taken 3–7 days after the final training session before microarray analysis (Geo accession GSE47881, by Affymetrix Human Genome U133 Plus 2.0 Array, VDR NM_000376). DXA measurements were taken pre-/post-RET. Thirty-seven participants from whom both pre- and post-training plasma samples were available were included from the original study, with samples taken 3–7 days before and after the RET period. Participants trained throughout the year and received no Vitamin D supplementation.

### 2.9 Plasma 25[OH]D measures

Vitamin D plasma levels were assessed by liquid chromatography tandem mass spectrometry (LC-MS/MS), measuring both 25 [OH]D_2_ and 25 [OH]D_3_ before combining the values for a total 25 [OH]D value. Deuterated ^2^H_3_-25 [OH]D_2_ and ^2^H_3_-25 [OH]D_3_ internal standards in ethanol were added to each plasma sample before addition of ice-cold methanol and incubation at 4^°^C for 10 min. Heptane was subsequently added, and vortex mixed for 30 s. The heptane layer containing 25 [OH]D_2_, 25 [OH]D_3_ and internal standards was evaporated to dryness, resuspended in acetonitrile: ddH2O (65:35). Samples were run against a standard curve of known concentrations.

### 2.10 Statistical analysis

The results are shown as mean ± SEM. All analysis was performed by an unpaired (or paired where appropriate) t-test for two group comparisons, a one-way analysis of variance (ANOVA) with Bonferroni post-hoc analysis between multiple groups and linear regression for correlations on GraphPad Prism7. A *P* value less than 0.05 was considered to represent statistical significance.

## 3 Results

### 3.1 *In vivo* VDR-OE stimulates muscle fibre hypertrophy via enhanced translational efficiency and capacity

To examine the muscle-specific role of the VDR, we employed *in vivo* electrotransfer (IVE) to induce intracellular uptake of DNA constructs injected into rat *tibialis anterior* muscles [43], causing VDR gain of function (overexpression) (VDR-OE) (Figure 1A). Basal VDR expression was confirmed at both the mRNA and protein level, albeit at low levels similar to previous investigations [12]. VDR-OE was observed at the mRNA level (VDR-OE: +190,000 ± 9,000%) and the protein level (VDR-OE: +1,232 ± 311%) after 10 days (Figure 1B,C) at supraphysiological levels, similar to previous instances of IVE [23]. Additionally, sarcoplasmic VDR-OE was clearly visible in myofibres when immuno-stained using the anti-VDR antibody (Figure 1D). Moreover, VDR-OE evoked marked increases in myofibre CSA (Figure 2A) (VDR-OE 1,904 ± 116 μm^2^ vs. Control 1,627 ± 69 μm^2^, *P* < 0.05*)*, predominantly in fast type IIa fibres (VDR-OE 1,393 ± 17 μm^2^ vs. Control 1,218 ± 18 μm^2^, *P* < 0.05*)* (Figure 2B,C) in comparison to contralateral control limbs. This was coupled to a greater protein content in VDR-OE (VDR-OE 0.86 ± 0.07 mg vs. Control 0.55 ± 0.08 mg, *P* < 0.01, Figure 2D), which also coincided with a greater total RNA content per unit muscle (VDR-OE 8.79 ± 0.72 mg vs. Control 6.39 ± 0.47 mg, *P* < 0.05, Figure 2E), suggestive of enhanced ribosomal biogenesis. Despite these increases, total DNA content (Figure 2F) and glucose uptake/glycogen content (Figure 2G,H) per unit of muscle were unaffected after 10 days of VDR-OE.

**Figure 1:**
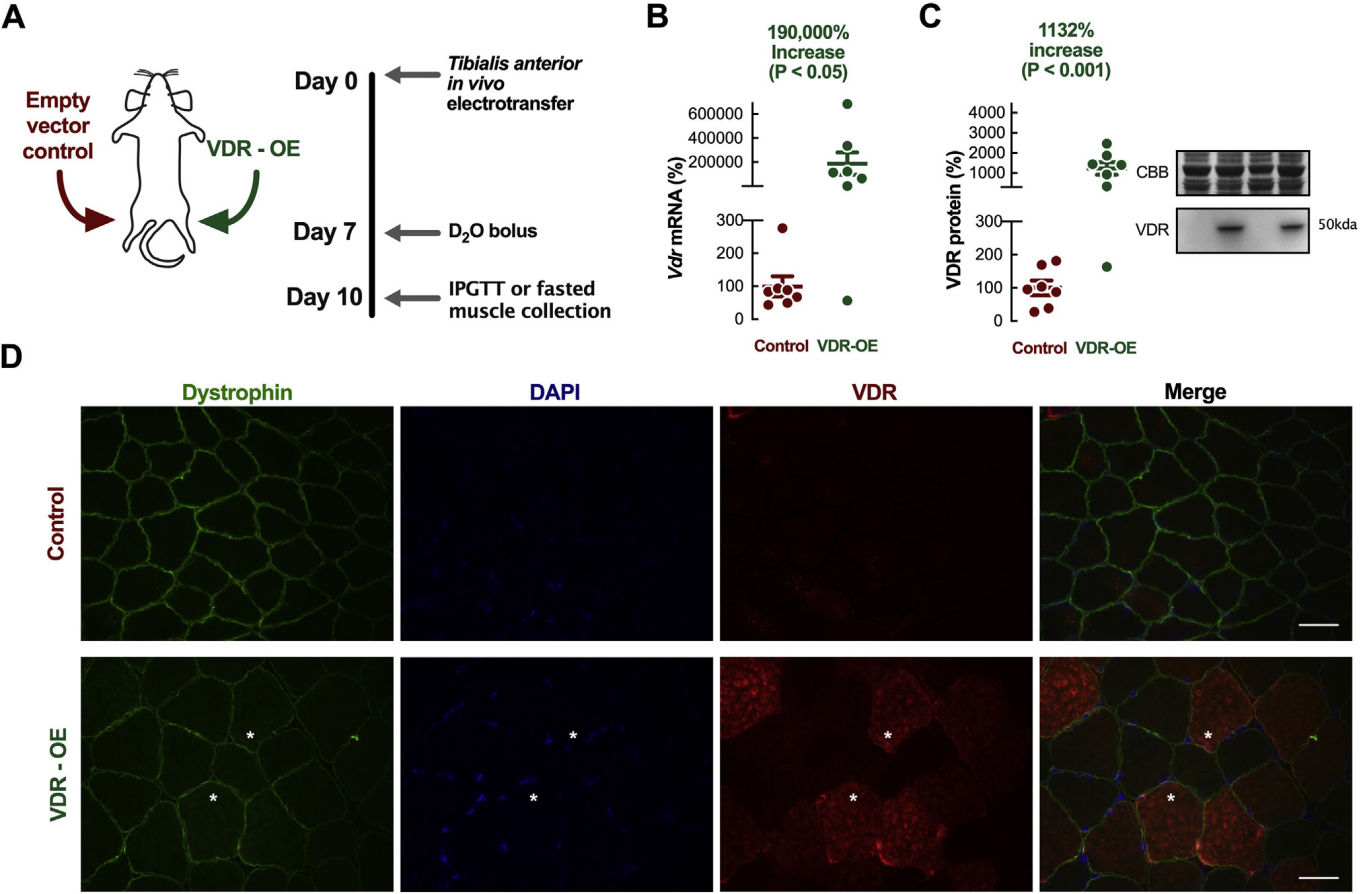
***In vivo* experimental design and grouping.** (A) Schematic design of *in vivo* paired contralateral experiments. (B) Confirmation of contralateral VDR-OE by qRT-PCR (n = 7). (C) Representative western blot and quantification of VDR-OE (=7n). (D) Representative images of muscle fibres stained for dystrophin (green), DAPI (blue) and VDR (red). Scale bars represent 200 μm. Data are mean ± SEM. Significance indicated measured by paired t-test. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

**Figure 2:**
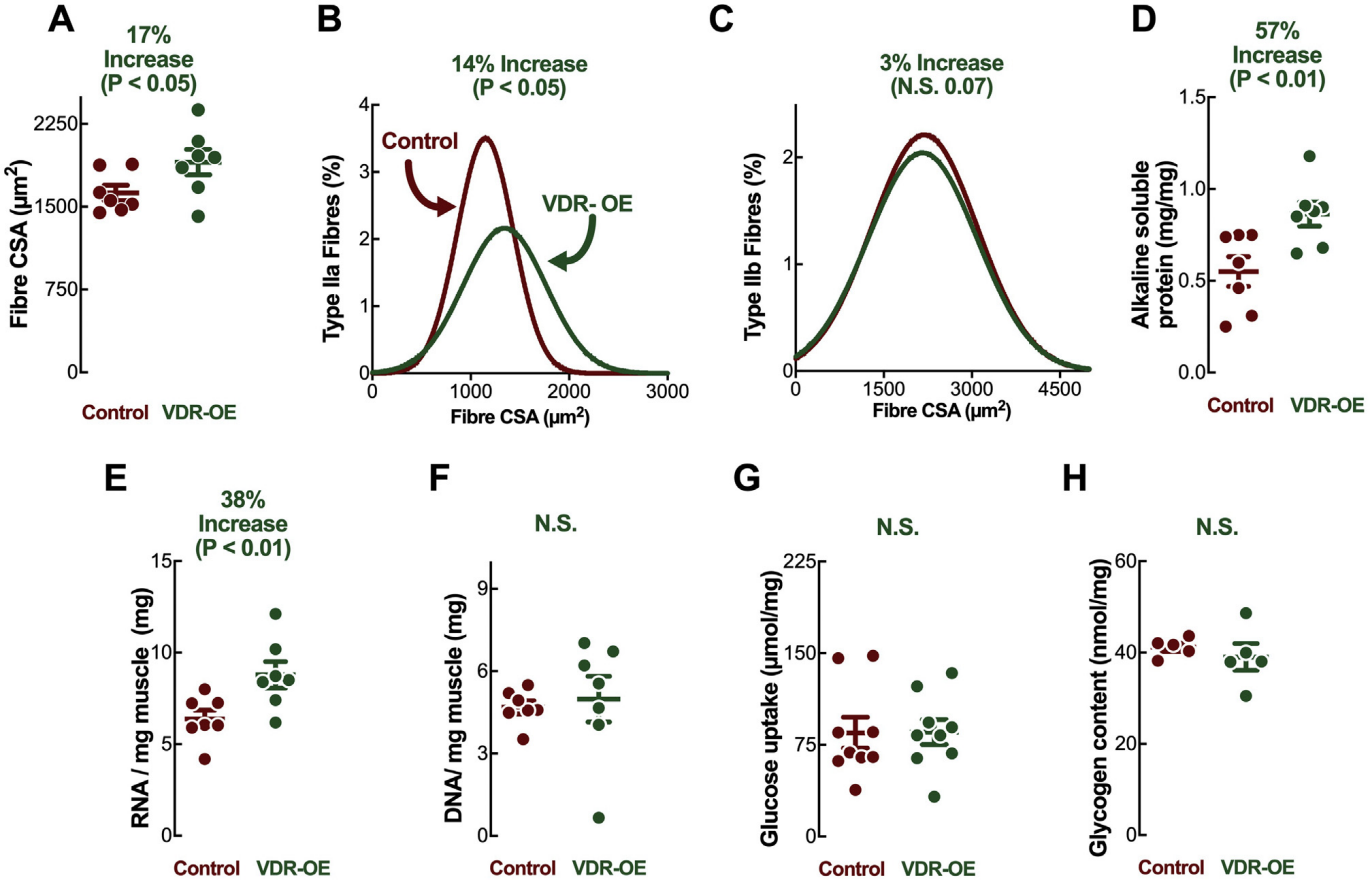
***In vivo* VDR-OE results in muscle fibre hypertrophy.** (A) All fibre CSA analysis, (B) Type IIa and (C) IIb fibre CSA distribution. Three random fields of view were measured per section in both L and R TA muscles in each animal (n = 7), with CSA measured for all intact fibres. (D) Alkaline soluble protein measures, (E) RNA and (F) DNA quantification per mg of dried muscle (n = 7). (G) Glucose uptake measured by ^3^H—2-deoxyglucose tracer uptake (n = 9). (H) Muscle glycogen content (n = 5). Data are mean ± SEM. Significance by paired t-test.

Given the marked protein accretion with VDR-OE, we next determined the extent to which changes in post-transcriptional protein catabolism or anabolism were responsible for myofibre hypertrophy. In doing so, we observed a significantly higher global (i.e., total mixed muscle lysate) MPS rate in VDR-OE muscles than in control muscles (VDR-OE 17.3 ± 2.2 %d vs. Control 10.2 ± 0.7 %d, *P* < *0.01)* (Figure 3A). This was reflected in the systematic upregulation of individual sarcoplasmic, myofibrillar, mitochondrial and structural collagen fractions. To investigate the molecular underpinnings of VDR-OE-mediated increases in MPS, we undertook analysis of AKT-mTORc1 signalling pathways (essential for the upregulation of MPS [44,45]) and demonstrated increased phosphorylation and expression of multiple AKT/mTORc1 signalling intermediates (Figure 3B). VDR-OE enhanced protein expression of mTOR, along with that of multiple downstream (i.e., RPS6, 4E-BP1), but not upstream (i.e., AKT/TSC2), signalling intermediates. To confirm the enhanced activation of mTOR, immunohistochemical staining was undertaken to study the co-localisation of mTOR and lysosome-associated membrane protein 2 (LAMP2) (VDR-OE 0.26 ± 0.03 AU vs. Control 0.16 ± 0.02 AU, *P* < 0.05, Figure 3C,D). Following VDR-OE, there was significantly greater mTOR localisation with LAMP2, consistent with mTOR localisation at the lysosome, which is a pre-requisite for its activation [46].

**Figure 3:**
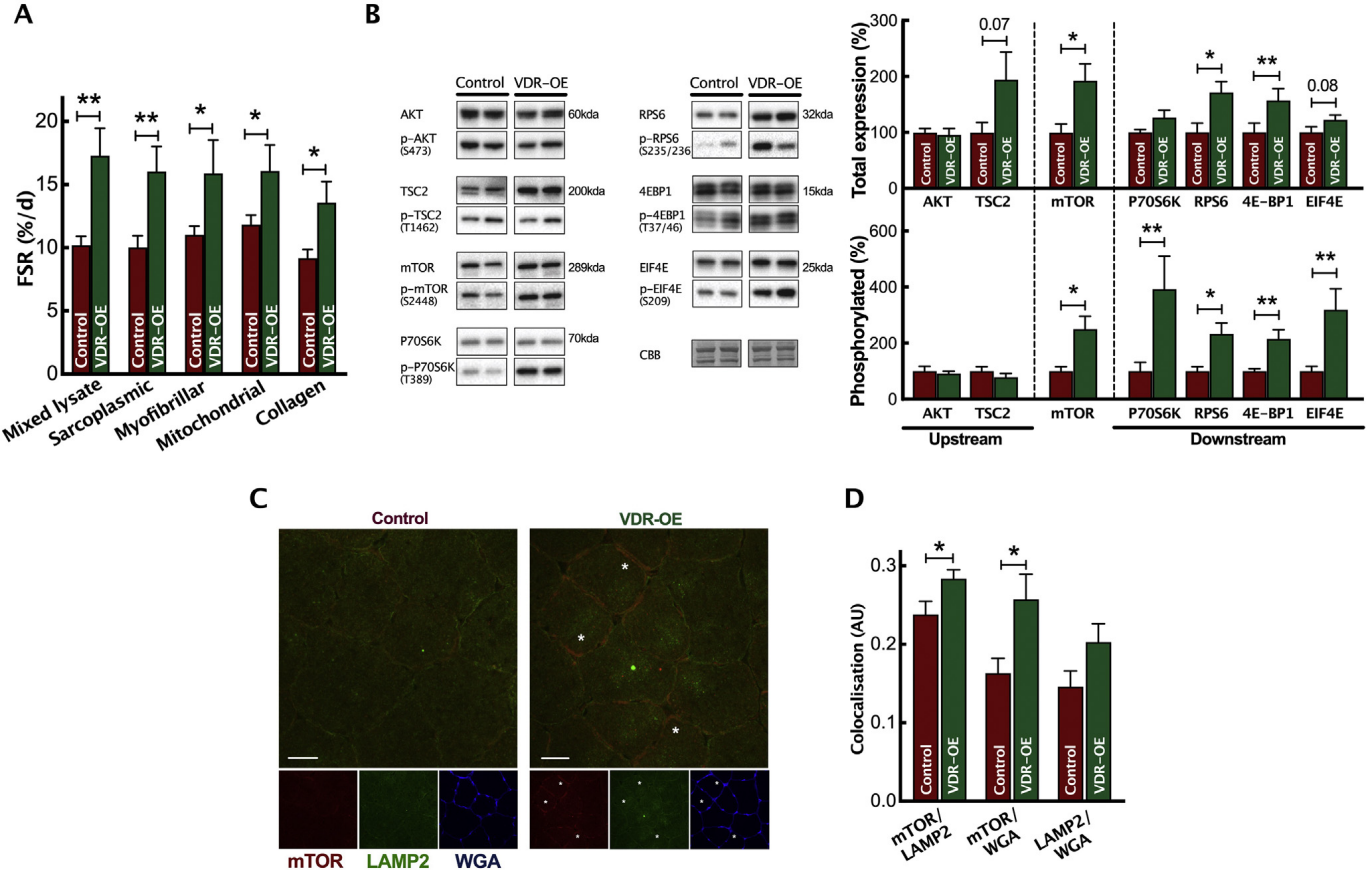
***In vivo* VDR-OE increases anabolic signalling and translational efficiency.** (A) Measurement of MPS rates of mixed lysate, sarcoplasmic, myofibrillar, mitochondrial and collagen protein subfractions by D_2_O incorporation (n = 7). (B) Representative western blots and quantification of phosphorylated and total protein anabolic signalling intermediates (n = 7). CBB, Coomassie Brillian Blue. (C) Representative images of mTOR and LAMP2 co-localisation. (D) Quantification of mTOR and LAMP2 co-localisation (n = 7). Data are mean ± SEM. ∗*p* < 0.05, ∗∗*p* < 0.01 between indicated groups. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

Cellular growth and mTOR activation also requires heightened ribosomal biogenesis [47]. In support of this, total RNA content (per mg muscle) was higher in VDR-OE muscles, reflecting a greater synthetic capacity [48]. Furthermore, qRT-PCR screening of multiple ribosomal genes, demonstrated significant increases in the expression of numerous ribosomal short (e.g., *Rps11* VDR-OE 177 ± 26% vs. Control 100 ± 17%, *P* < 0.05, Figure 4A) and long genes (e.g., *Rps21* VDR-OE 192 ± 34% vs. Control 100 ± 18%, *P* < 0.05) following VDR-OE. Importantly, screening of multiple proteolytic markers indicated no downregulation within autophagic- or caspase-mediated degradation but demonstrated increased expression of proteasomal-mediated degradation markers (e.g., *Trim63* VDR-OE 168 ± 29% vs. Control 100 ± 9%, *P* < 0.05, Figure 4B).

**Figure 4:**
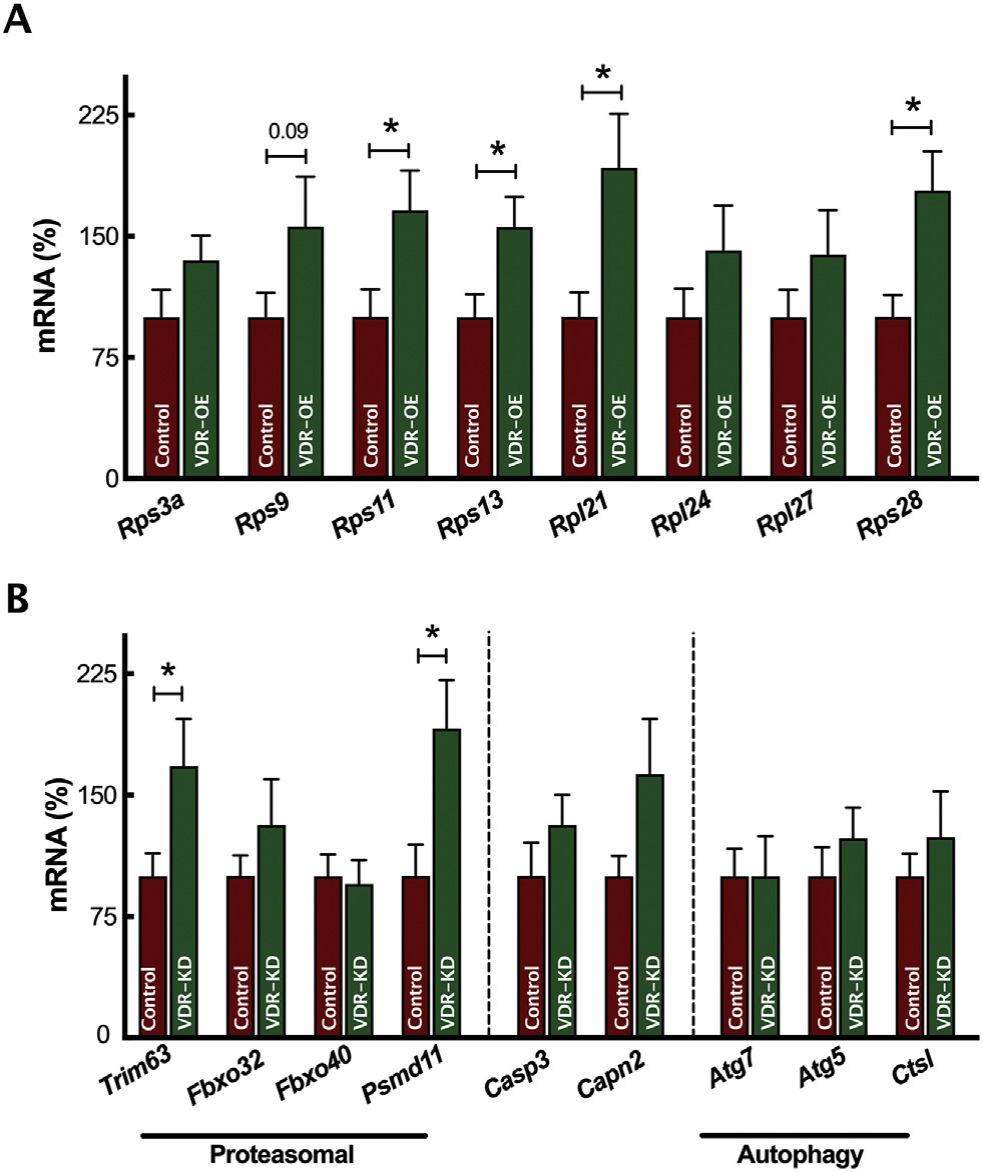
***In vivo* VDR-OE enhances ribosomal biogenesis.** qRT-PCR measurement of (A) ribosomal and (B) proteolytic related gene expression (n = 7). Data are mean ± SEM. ∗*p* < 0.05 between indicated groups.

### 3.2 RNA-Seq analyses demonstrate VDR-OE stimulates remodelling processes

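RNA-Seq was performed on tibialis anterior muscle from both legs of 7 rats, 10 days after electrotransfer. Electrotransfer drives an injected plasmid into muscle fibres with electric pulses. The right leg received the VDR construct (VDR-OE) and the left leg an empty vector (control), so that each rat served as its own control. The authors deposited the number of reads counted on each rat gene in each muscle, without normalisation. Total counts per muscle ranged from 38235929 to 44919933 in control muscles (median 40698118, n = 7) and from 39083724 to 46312167 in VDR-OE muscles (median 43644161, n = 7), with no difference detected between the legs (exact paired permutation test, p = 0.297). The 10 genes with the most counts took 26.82 ± 3.71% (SD, n = 7) of the counts in control muscles and 24.89 ± 1.9% (SD, n = 7) in VDR-OE muscles. No files were identical, and the counts of every 2 muscles of one group differed by more than the sampling noise (chi-square per degree of freedom of at least 28.5), so all muscles were counted as separate samples.

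The fits followed the stated methods of the paper, applied to the 14 muscles of the VDR-OE arm alone. The CPM at a count of 10 in the median library was 0.239, and 14526 genes exceeded it in at least 7 of the 14 muscles. These were normalised with the trimmed mean of M-values method, and the legs were compared with edgeR's likelihood ratio test, with the animal in the design as a replicate block. The pairing of the legs was taken from the labels and the paper. Deviations from the group mean, correlated across genes, had a mean r of 0.248 between the legs of one rat and of -0.042 between legs of different rats (exact permutation test over the 5040 pairings, p = 0.0171). The paper does not state the number of muscles in which a gene must pass the filter. This choice could change the counts of genes, as could the test and the samples that share the estimate of the spread. Supplemental File 1 was matched most closely by a fit of all 28 samples of the series with the filter passed in at least 2 samples. That setting, chosen after seeing the data, gave 653 genes at an adjusted p of 0.05, the number in the file, against 2262 in the fit used here. Genes are named only where Supplemental File 1 pairs the Ensembl identifier with a symbol, which covered the 1998 genes with the smallest p-values in the paper's own fit.

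Vdr (ENSRNOG00000054420) was counted at 3.98 ± 1.46 normalised CPM (SD, n = 7) in control muscles and at 2267.42 ± 1916.99 CPM (SD, n = 7) in VDR-OE muscles, a log2 fold change of 8.573 (adjusted p = 2.01e-08, edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). The transgene is the mouse sequence, so the counts are those of its reads that were assigned to rat Vdr. Expression was higher in the VDR-OE leg of 6 of the 7 rats. In rat 419, 180 reads were counted on Vdr in the control leg and 253 in the VDR-OE leg, a log2 ratio of -0.08 after normalisation, whereas the other VDR-OE muscles had between 8360 and 268994. Leaving out each rat in turn gave log2 fold changes between 8.103 and 9.175.

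**Figure D1:**
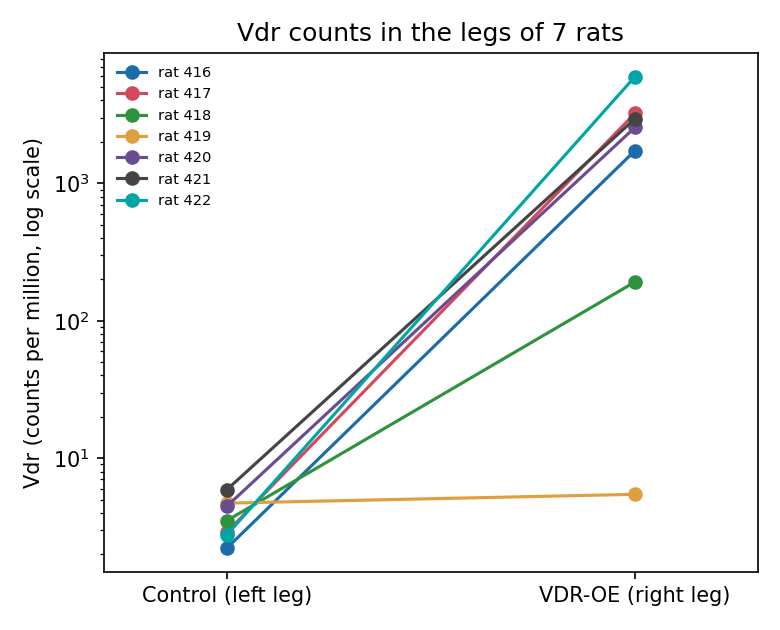
Vdr expression in CPM of the total counts (log scale) in the control leg and the VDR-OE leg of 7 rats, with a line for each rat. The VDR-OE legs of 6 rats lie between 191.55 and 5963.9 CPM, and that of rat 419 at 5.46 CPM, beside 4.71 CPM in its control leg.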

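Of the 14526 genes tested in the 7 pairs of muscles, 4440 passed an unadjusted threshold of 0.05, of which 2752 were more highly expressed in VDR-OE and 1688 were lower. After Benjamini-Hochberg adjustment in edgeR, 2262 genes remained at a threshold of 0.05, 1527 of them up and 735 down. Without the replicate block for the animal, the same thresholds gave 3771 and 1390 genes. Among the choices set before the files arrived that kept all rats, the counts moved most when all 28 samples of the series were fitted together, which gave 3143 genes at the unadjusted and 663 at the adjusted threshold. Leaving out a single rat gave between 3012 and 6395 genes at the unadjusted threshold and between 908 and 5069 at the adjusted one. The highest adjusted count came without rat 416, with 2791 genes up and 2278 down.

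The members of the gene-sets named by the paper are not in the files analysed here, and most genes have no symbol there, so the gene-set tests could not be repeated. Lists of genes that stand in for these gene-sets were written before the files arrived, and their members with a symbol were compared with the other named genes by direction. All 57 core ECM genes with a symbol were up in VDR-OE, with log2 fold changes from 0.392 to 2.033, against 1126 of the 1823 other named genes (Fisher's exact test, adjusted p = 2.94e-11 over 9 lists). Among them, Aebp1 had a log2 fold change of 0.951 (within-rat log2 ratio 0.952 ± 0.384, SD, n = 7; adjusted p = 9.11e-09, edgeR) and Fbln1 of 1.178 (1.172 ± 0.424, SD, n = 7; adjusted p = 1.91e-08, edgeR). Vwa1 rose by 0.609 on the same scale (0.61 ± 0.154, SD, n = 7), an increase larger than the spread between rats. All 29 named collagen formation genes were up (Fisher's exact test, adjusted p = 5.34e-06), and Col1a1 went from 878.41 ± 382.06 CPM (SD, n = 7) to 1607.45 ± 716.03 CPM (SD, n = 7), higher in all 7 rats. Of 39 ECM regulators, 37 were up (Fisher's exact test, adjusted p = 1.19e-05), among them P3h3 (log2 fold change 0.659, adjusted p = 3.2e-08 in edgeR), Htra3 (0.642, adjusted p = 2.04e-07) and Mmp2 (0.765, adjusted p = 1.17e-05). All 25 integrin β1 pathway genes and all 22 ECM receptor genes with a name were up as well (Fisher's exact test, adjusted p = 1.84e-05 and 8.31e-05). The core ECM, collagen formation, integrin β1 and ECM receptor lists share members such as Col1a1, Col3a1 and Col6a1, so their tests are not independent. Because the named genes are those with the smallest p-values in the paper, these comparisons describe the direction of the change and not how many members changed. Averaged over its named members, each of these lists rose in all 7 rats, and the core ECM genes rose by 0.793 ± 0.295 on the log2 scale (SD, n = 7; exact permutation test, p = 0.0156, the smallest that 7 pairs allow). The 7 include rat 419, whose core ECM mean was 0.965 although its Vdr did not rise. In that rat the change was seen without measured overexpression. The permutation test is not independent evidence of a change, because the members have a name for differing between these same legs. Low values in the control legs may contribute to the rise of ECM genes, as set out in the closing observations. The paper relates the altered ECM gene-sets to hypertrophic remodelling and growth.

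**Figure D2:**
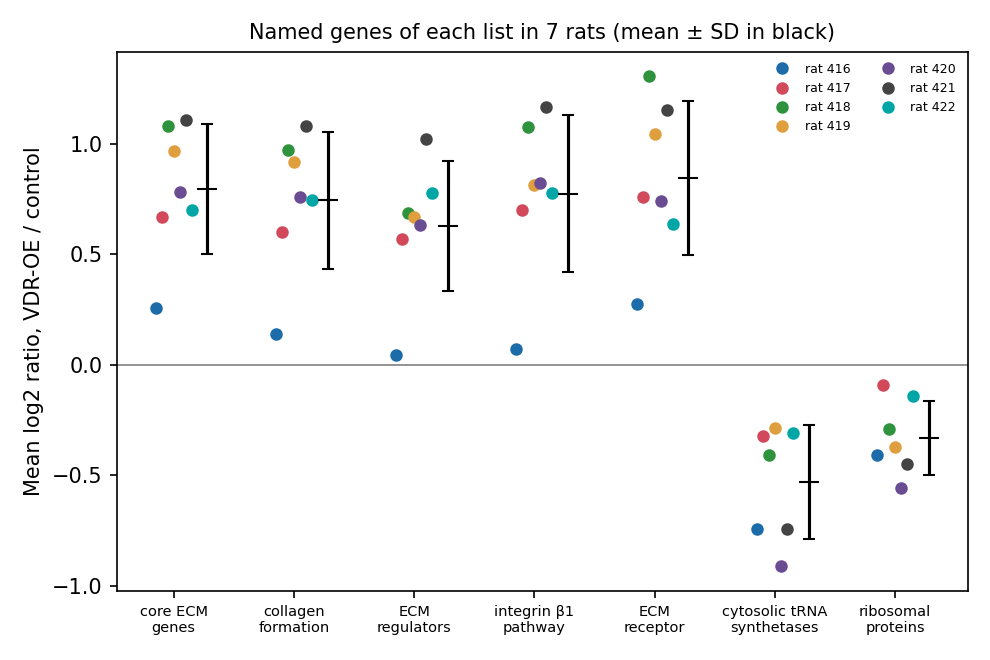
Mean log2 ratio of VDR-OE to control over the named genes of 7 lists, with a point for each rat and the mean ± SD of the 7 rats in black. The ECM lists lie above 0 and the tRNA synthetase and ribosomal protein lists below 0 in all 7 rats, with rat 416 lowest in the ECM lists.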

Initial RNA-Seq analysis demonstrated that VDR-OE was associated with altered expression of 3,330 genes (*P* < 0.05) (Figure 5A) and numerous gene-sets (n = 310, FDR <5%) (Supplemental file 2), particularly relating to the extracellular matrix (ECM) (Figure 5B), including multiple gene-sets directly tied to ECM remodelling (i.e., NABA_CORE_Matrisome (*P* = 1.24E-14), NABA_ECM_Regulators, *P* = 2.56E-09), collagen formation (i.e., Reactome_Collagen formation, *p* = 1.01E-11), integrin-mediated signalling (i.e., PID_Integrin1 pathway, *P* = 2.82E-11) and KEGG_ECM receptor interaction, *P* = 1.80E-09) consistent with hypertrophic remodelling and growth. 

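In a list of cytosolic aminoacyl-tRNA synthetases and associated factors, which stands in for the gene-set of the paper, 16 had a name in Supplemental File 1, and all 16 were lower in VDR-OE muscles, with log2 fold changes from -0.745 to -0.312 and each with an adjusted p under the threshold of 0.05. Among the other named genes, 1183 of 1864 were up (Fisher's exact test, adjusted p = 5.13e-07). Sars went from 146.32 ± 28.97 CPM (SD, n = 7) in control muscles to 88.85 ± 4.98 CPM (SD, n = 7) in VDR-OE muscles (log2 fold change -0.698, adjusted p = 3.5e-06 in edgeR). Nars went from 105.4 ± 20.17 CPM (SD, n = 7) to 66.46 ± 4.19 CPM (SD, n = 7), a log2 fold change of -0.646 (adjusted p = 3.39e-06). The log2 fold change was -0.745 for Gars (adjusted p = 1.37e-05), -0.646 for Mars (adjusted p = 2.06e-05) and -0.646 for Iars (adjusted p = 2.36e-05), and all 5 genes were lower in the VDR-OE leg of every rat. The spread between control muscles was several times that between VDR-OE muscles for these genes. The mean over the 16 genes changed by -0.531 ± 0.259 on the log2 scale (SD, n = 7; exact permutation test, p = 0.0156). It was -0.287 in rat 419, whose Vdr did not rise. These 16 have a name because of small p-values between the same legs, so the permutation test is not independent of their selection.

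Only 3 of the 23 entries of the mTOR pathway list had a name. All 3 were lower in VDR-OE, a number too small to separate their direction from that of the other named genes (Fisher's exact test, adjusted p = 0.0572). Eif4ebp1, which encodes the translational repressor 4E-BP1, had a log2 fold change of -0.589 (within-rat ratio -0.589 ± 0.274, SD, n = 7; adjusted p = 3.63e-05 in edgeR) and was lower in 7 of 7 rats. For Eif4g2 the value was -0.302 (adjusted p = 0.0306) and for Pdpk1 -0.29 (adjusted p = 0.0359), and both lost significance in edgeR's quasi-likelihood test while keeping the same log2 fold change. The fall of Eif4ebp1 mRNA does not stand for its protein, since by western blot the paper reports 4E-BP1 protein as raised after VDR-OE. The paper sets the downregulation of gene-sets related to tRNA aminoacetylation and anabolic signalling in contrast to the rise of the ECM gene-sets.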

In contrast, VDR-OE also induced notable downregulation of gene-sets related to tRNA aminoacetylation (i.e., Reactome_Cytosolic tRNA aminoacetylation, *P* = 5.29E-18) and anabolic signalling gene-sets (i.e., BIOCARTA_mTOR pathway, *p* = 1.71E-05). Additional transcription factor (TF) analysis demonstrated upregulation of Pax- (i.e., Pax08_01 *p* = 0.0015, Pax04_01 *p* = 0.017) and serum response factor (SRF)- (i.e., SRF_01 *p* = 0.0027, SRF_Q4 *p* = 0.021) related gene-sets (Supplemental File 2).

**Figure 5:**
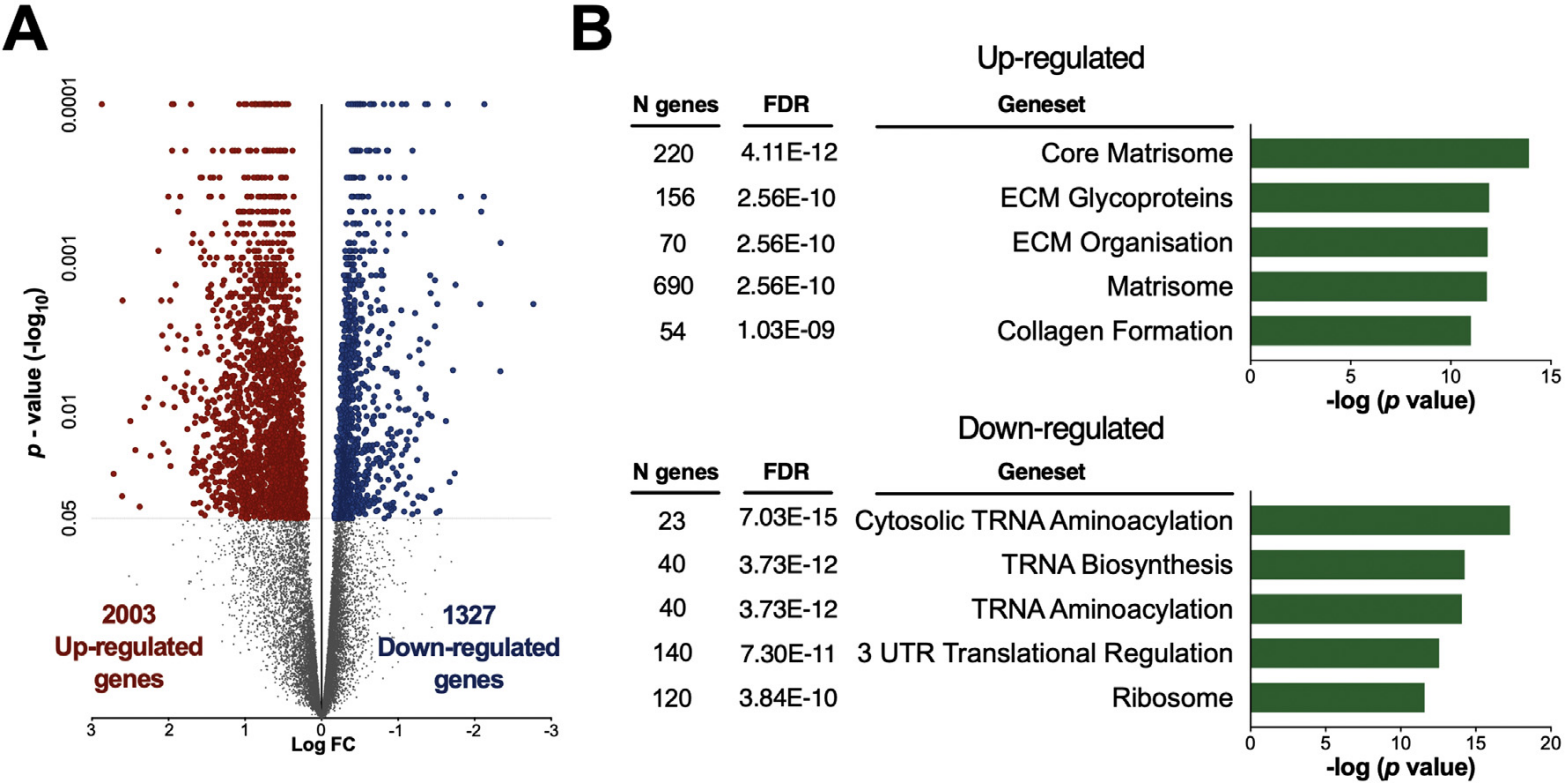
**VDR-OE upregulates hypertrophy and extracellular remodelling related gene-sets.** (A) Volcano plot of *p* < 0.05 statistically significant up-/downregulated genes. (B) Top five upregulated and downregulated gene-sets from the molecular signatures database in VDR-OE muscles (n = 7). See also Supplemental File 1.

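In the comparison of 7 VDR-OE muscles with their 7 control muscles, 2752 of the genes past the unadjusted threshold of 0.05 were up and 1688 were down. The 10 genes with the smallest p-values among those that changed the same way in all 7 rats were all lower in VDR-OE. Fgf21 had the smallest, with 15.33 ± 10.43 CPM (SD, n = 7) in control muscles against 0.41 ± 0.12 CPM (SD, n = 7) in VDR-OE muscles (log2 fold change -4.969, adjusted p = 2.12e-26 in edgeR's likelihood ratio test). Inhbe had a log2 fold change of -4.781 (adjusted p = 4.72e-22) and Fut1 of -4.019 (adjusted p = 5.39e-22), both from low counts, at 2.44 and 5.31 CPM in control muscles. Atf5 and Sesn2 were more highly expressed and fell from 113.33 ± 45.52 to 43.19 ± 9.49 CPM (SD, n = 7) and from 64.38 ± 34.95 to 15.24 ± 3.03 CPM (SD, n = 7), with log2 fold changes of -1.324 and -1.919. Stbd1 went from 408.81 ± 103.42 to 163.73 ± 22.99 CPM (SD, n = 7), a log2 fold change of -1.29 (adjusted p = 2.29e-11). The remaining genes were Ccdc136, Tectb, Fhad1 and AABR07026032.1, with log2 fold changes of -0.793, -3.872, -3.015 and -3.016. Each of the 10 kept an adjusted p under 0.05 when all 28 samples of the series were fitted together, where the log2 fold change of Fgf21 was -4.989. In rat 419, whose Vdr did not rise, the log2 ratio of Fgf21 was -4.824. For some of the 10 genes, high values in the control legs may contribute to the fall, as set out in the closing observations.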

**Figure 6:**
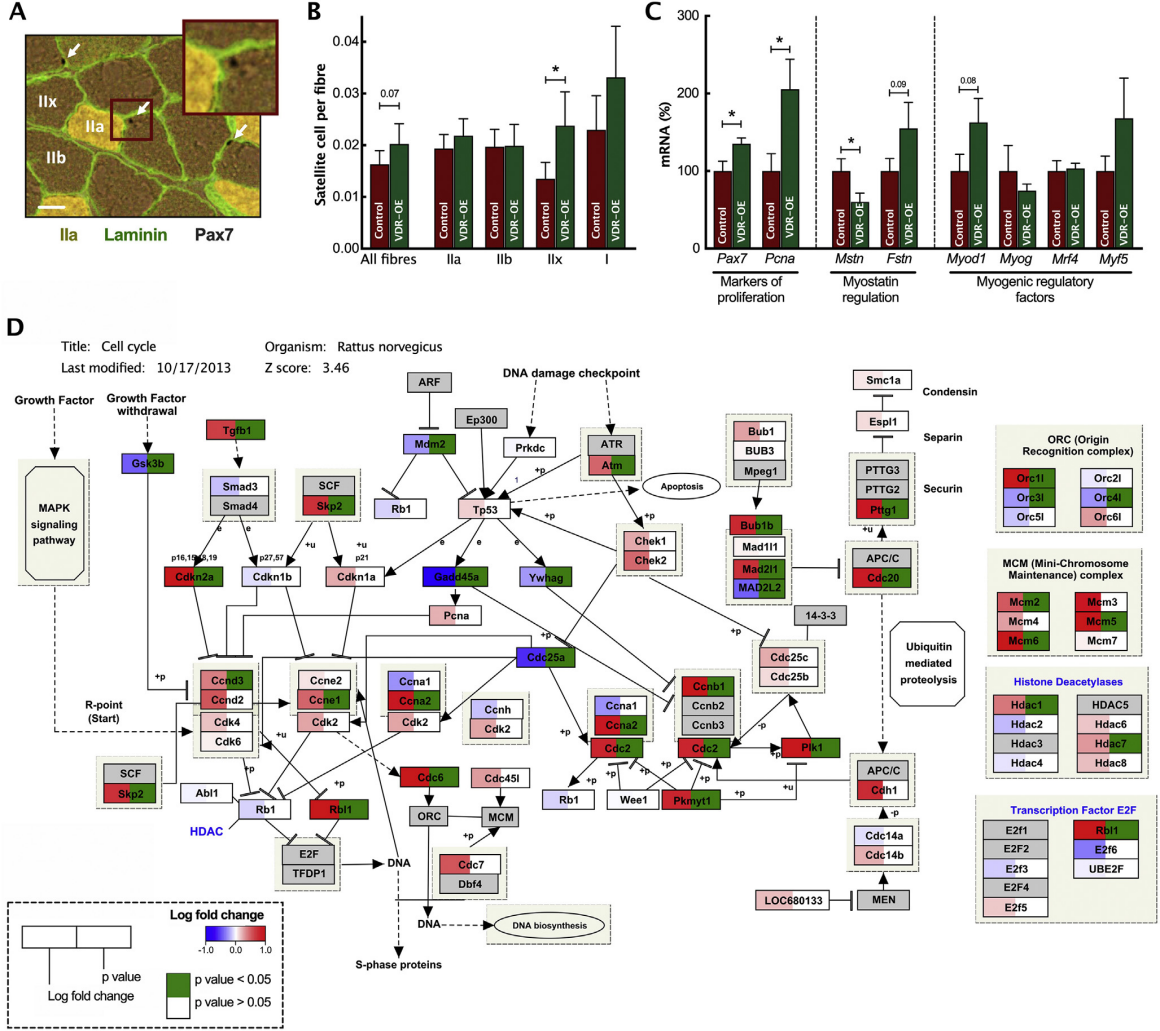
***In vivo* VDR-OE results in increased satellite cell content.** (A) Representative image of muscle fibres stained for Pax7 (Black), Laminin (Green) and IIa fibres (Yellow). Arrows signify Pax7+ nuclei of satellite cells and subsequent quantification (B). (C) qRT-PCR measurement for markers of proliferation and MRFs (n = 7). (D) RNA-Seq pathway analysis of *Rattus norvegicus* cell cycle gene expression. Log fold changes are shown as a gradient from red (upregulated) to blue (downregulated). *P*-values <0.05 are displayed as green. Scale bars represent 200 μm. Data are mean ± SEM. ∗*p* < 0.05, ∗∗*p* < 0.01 between indicated groups. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

### 3.3 VDR-OE increases satellite cell recruitment

Given the crucial role of satellite cells (SC) in skeletal muscle growth, we next assessed paired box protein 7 (PAX7, expression required in proliferating satellite cells) immunochemical staining of VDR-OE muscles (Figure 6A), which showed a tendency for higher satellite cell content in all fibre types (VDR-OE 0.020 ± 0.004 per fibre vs. Control 0.016 ± 0.003 per fibre, *P* = 0.07, Figure 6B). While no alteration in fibre type distribution was observed, VDR-OE IIx fibres displayed a greater SC content than contralateral controls (VDR-OE 0.024 ± 0.007 per fibre vs. Control 0.014 ± 0.006 per fibre, *P* < 0.05). To assess the influence of VDR-OE upon satellite cell proliferation and content, we screened the expression of multiple myogenic genes (Figure 6C). (mRNA) *Pax7* expression was increased (VDR-OE 1.35 ± 0.07 FC vs. Control 1.00 ± 0.13 FC, *P* < 0.05), reflecting the increase in PAX7 protein. In addition to this, *Pcna expression*, a marker of satellite cell entry into the cell cycle [49], was higher in VDR-OE muscles (VDR-OE 2.1 ± 0.4 FC vs. Control 1.00 ± 0.2 FC, *P* < 0.05). Furthermore, *Mstn expression,* a known inhibitor of PAX7 and skeletal muscle hypertrophy [50], was reduced markedly (VDR-OE 0.6 ± 0.1 FC vs. Control 1.00 ± 0.2 FC, *P* < 0.05), which was accompanied by a moderate increase in *Fstn* (a myostatin inhibitor) expression (VDR-OE 1.6 ± 0.3 FC vs. Control 1.00 ± 0.2 FC, *P* = 0.09). We further measured the expression of multiple myogenic regulatory factors (MRFs) (Figure 6C). Interestingly, proliferative MRF genes (i.e., *Myod1* and *Myf5*) tended to be more highly expressed, whereas MRFs key to differentiation (i.e., *Myog* and *Mrf4*) [51] were unchanged. 

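The list for the cell cycle pathway of Fig. 6D had 86 entries, of which 26 had a name in Supplemental File 1. The others could not be followed, because the rows analysed here hold only the genes with the smallest p-values in the paper's fit. In the comparison of the 7 VDR-OE muscles with their control muscles, 21 of the 26 were up and 5 were down. All 26 had an adjusted p under 0.05 in edgeR's likelihood ratio test, which their selection by p-value favours. The share of 80.8% up was not distinguishable from the 62.7% of the other named genes (Fisher's exact test, adjusted p = 0.0661). That test covers named genes only and does not bear on the pathway as a whole. Cdc20 went from 5.1 ± 1.92 to 8.69 ± 1.41 CPM (SD, n = 7; log2 fold change 0.842, adjusted p = 0.00205), and Pttg1 from 1.47 ± 0.4 to 2.65 ± 0.59 CPM (SD, n = 7; log2 fold change 0.856, adjusted p = 0.00344), each higher in 7 of 7 rats. Mcm6 had a log2 fold change of 1.005 (adjusted p = 0.00367) and was higher in 6 of 7 rats, and Ccnd3 had one of 0.366 (adjusted p = 0.0051). The cyclins and kinases of mitosis Ccnb1, Cdk1 and Plk1 had log2 fold changes of 1.02, 0.763 and 0.961 and were higher in all 7 rats. Of the 5 genes that were lower, Gadd45a changed most, from 127.78 ± 55.89 to 58.75 ± 13.55 CPM (SD, n = 7; log2 fold change -1.039, adjusted p = 0.000185). The others were Cdc25a (-0.576), Gsk3b (-0.418), Mad2l2 (-0.417) and Orc3 (-0.25). These calls depended on the test and on the samples fitted. With edgeR's quasi-likelihood test in place of the likelihood ratio test, 19 of the 26 genes no longer passed the adjusted threshold, Ccnb1, Cdk1 and Plk1 among them, and 7 did. In a fit of all 28 samples of the series, 18 no longer passed. No gene changed direction, and with the quasi-likelihood test the log2 fold change of Ccnb1 was 1.014. Rats differed widely, since the within-rat log2 ratio of Mcm5 ran from 0.053 to 3.253 and that of Rbl1 from -0.372 to 2.854. Low values in the control legs may contribute to these rises, as the closing observations describe for Mcm6. The paper reads the upregulation of multiple genes of this pathway as a widespread increase in cell proliferation.

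**Figure D3:**
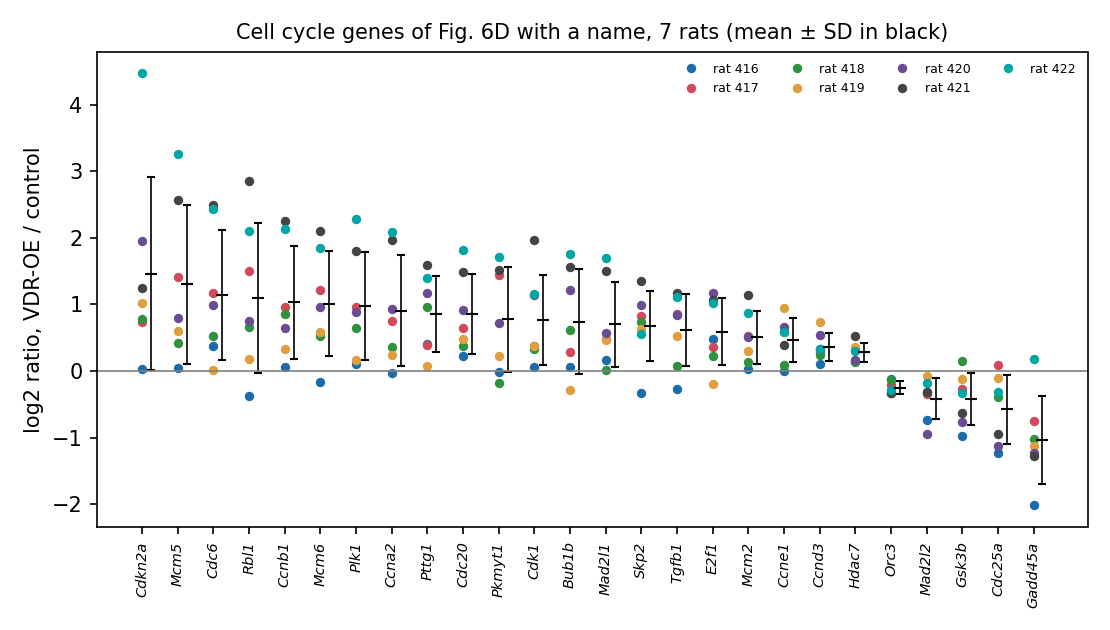
Within-rat log2 ratio of VDR-OE to control for the 26 genes of Fig. 6D with a name, with a point for each of 7 rats and the mean ± SD in black. The means of 21 genes lie above 0 and those of 5 genes below 0, and the points of single genes spread over up to several log2 units between rats.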

Additional RNA-Seq pathway analysis demonstrated an extensive upregulation in multiple cell cycle-related genes (Figure 6D), highlighting the widespread positive upregulation of cell proliferation. Taken together, these results indicate greater SC activity following VDR-OE, which is in agreement with the upregulation of *Pax* TF observed with RNA-Seq analysis (Supplemental File 2).

### 3.4 *VDR* expression, but not Vitamin D status or HOMA-IR, correlates with muscle hypertrophy in humans

To determine the relevance of increased muscle VDR expression in relation to human muscle mass, we quantified *VDR* expression in humans (18-75y, n = 37) who had undertaken 20-weeks of whole-body resistance exercise training (RET) but did not receive Vitamin D supplementation. Average Pre and post RET Vitamin D (25 [OH]D) plasma was 42.4 ± 3.1 and 51.2 ± 3.5 nmol/l, respectively (Supplemental data). Fasted-resting *Vastus lateralis* muscle biopsies and blood samples were taken before and after the training program; gene expression was measured by microarray analysis [42]. While *VDR* expression did not correlate with changes in strength (Figure 7A), lean mass gains positively correlated with changes in *VDR* gene expression (Figure 7B). Furthermore, when lean mass changes were plotted in quartiles, “responder status” for muscle hypertrophy tracked with *VDR* expression (Q1 0.4 ± 9.3% vs. Q4 28.3 ± 8.7%, *P* < 0.05, Figure 7C) (with no differences in VDR expression observed between quartiles pre-RET (data not shown)).

**Figure 7:**
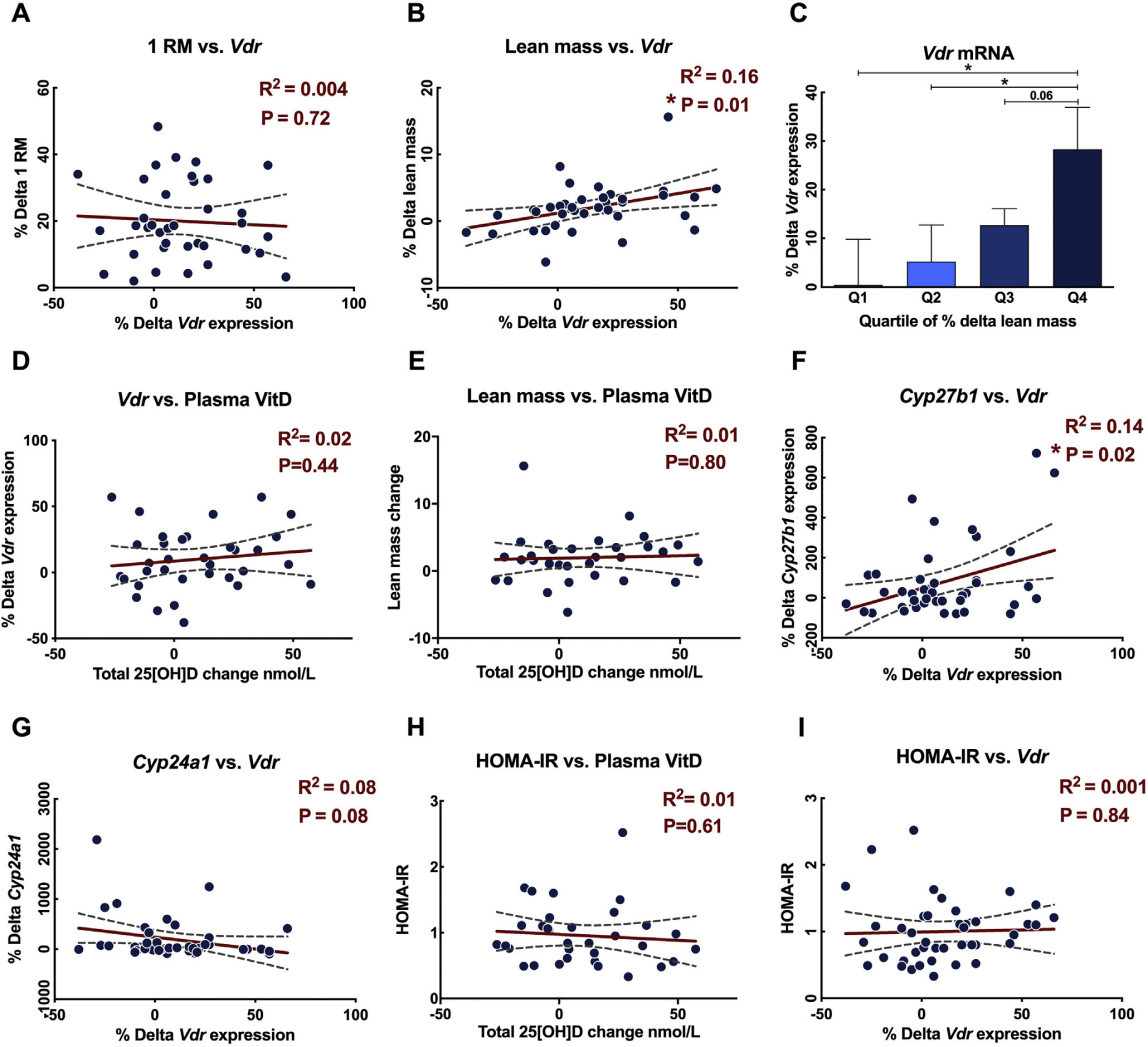
**VDR expression in humans correlated with increases in lean mass from RET.** (A) % Δ 1-RM vs. % Δ *Vdr* (n = 37). (B) % Δ Lean mass vs. % Δ *Vdr* (n = 37). (C) VDR expression in quartile groups of changes in lean mass. (D) % Δ 1-RM vs. Δ Plasma Vitamin D (n = 37). (E) % Δ Lean mass vs. Δ Plasma Vitamin D (VitD) (n = 37). (F) % Δ *Cyp27b1* vs. % Δ *Vdr* (n = 37). (G) % Δ *Cyp24a1* vs. % Δ *Vdr* (n = 37). (H) Post training HOMA-IR vs. Δ Plasma VitD (n = 37). (H) Post training HOMA-IR vs. % Δ *Vdr* (n = 37). (J) Representation of VitD metabolism. All % Δ changes are between pre- and post-training. Column data are mean ± SEM. ∗*p* < 0.05 between indicated groups.

As *VDR* expression is correlated with Vitamin D exposure, we investigated changes in fasted circulating Vitamin D status (total 25-hydroxyvitamin D) and muscle *VDR* expression; however, no correlation was observed (Figure 7D). Additionally, no links were observed between plasma Vitamin D and lean mass gains (Figure 7E). However, changes in the gene expression of the Vitamin D handling enzyme *CYP27B1* displayed a positive correlation with VDR (Figure 7F), as did the expression of the Vitamin D-inactivating enzyme *CYP24A1,* which displayed a moderate negative correlation with *VDR* expression (Figure 7G). Finally, insulin sensitivity (HOMA-IR index) responses to RET was unrelated to Vitamin D status or muscle VDR expression (Figure 7H,I), consistent with our pre-clinical findings (Figures 2G).

## 4 Discussion

Despite numerous relationships between Vitamin D deficiency and loss of-function of VDR and low muscle mass and loss of function [5], the mechanistic role of VDR overexpression was undefined. Here, we explored whether overexpression of the VDR, independent of manipulation of Vitamin D, would positively regulate muscle mass *in vivo*. Herein, we reveal that transient gain-of-function of the VDR in skeletal muscle, leads to muscle hypertrophy and extracellular remodelling ostensibly through the post-translational upregulation of mTORc1 signalling coupled with enhanced ribosomal biogenesis and satellite cell proliferation. Finally, clinical observations show translational relevance, with correlative analysis revealing VDR expression patterns in muscle, tracked with gains in lean mass in humans undertaking prolonged, supervised resistance exercise training over 20-weeks.

Our investigations demonstrate that overexpression of the VDR in skeletal muscle results in robust myofibre hypertrophy, alongside concurrent gains in protein content synonymous with muscle growth, with increased protein synthesis across muscle protein sub-fractions (i.e., myofibrillar, sarcoplasmic, mitochondrial and collagen). Fundamentally, this mirrors previous investigations whereby deletion of the VDR induced myofibre atrophy and loss of muscle strength [18,19] and where muscle-specific deletion of the VDR resulted in reduced whole-body lean mass and function [10]. Crucially, increases in MPS are indispensable for protein accretion, occurring mainly via AKT/mTORc1 signalling [44], with rapamycin-mediated inhibition of mTOR blocking increases in MPS, e.g., as seen in response to resistance exercise (RE) [45]. While no parallel studies exist to the present investigation in relation to VDR-OE, exogenous Vitamin D supplementation activates AKT/mTORc1 signalling, resulting in increases in MPS that are correspondingly inhibited by rapamycin [52]. Furthermore, Vitamin D enhances anabolic stimulation of insulin/leucine via AKT/mTORc1, increasing MPS in muscle cell culture and augmenting signalling capacity, increasing insulin receptor expression [53]. Recent investigations have also demonstrated that VitD deficient patients (<50 nmol/l) with lower back pain have reduced spinal muscle VDR expression, corrected in response to 5 weeks of VitD supplementation [54]. Moreover, the same investigators demonstrated heightened anabolic capacity through enhanced muscle p-AKT/AKT content in response to supplementation [55]. Notably, we demonstrated enhanced protein expression of mTOR, along with that of all downstream signalling intermediates in VDR-OE muscles. Furthermore, heightened expression of mTOR corresponded with greater lysosomal (i.e., LAMP2) and cell membrane colocalisation, akin to mTOR activation by amino acids [46] or RET [56]. Thus, given that Vitamin D exerts its effects through both transcriptional and post-translational actions [13,14], the mTOR signalling and subsequent enhancement of MPS may be autonomously VDR-mediated, enhancing anabolic signalling capacity. Importantly, protein accretion may also occur as a result of a reduction in muscle protein breakdown (MPB) alongside increased MPS [57]. Analysis of VDR-OE muscle indicated no decrease in proteolytic markers (i.e., autophagy and calpain), indicating that muscle hypertrophy ostensibly occurred through the enhancement of protein synthesis, rather than the suppression of protein breakdown [57]. Moreover, observed increases in proteasomal markers are consistent with hypertrophic growth models (e.g., functional overload), whereby both protein synthesis and proteasomal degradation increase, with MuRF1 expression required for proper growth and remodelling [58].

Efficient regulation of MPS requires coordination of anabolic signalling combined with translational capacity (i.e., ribosomal content) to facilitate hypertrophy [59]. It follows that VDR-OE increased AKT/mTORc1 signalling activity, in tandem with global rates of mRNA translation reflected in increased protein synthesis across muscle protein sub-fractions (i.e., myofibrillar, sarcoplasmic, mitochondrial and collagen). Response to hypertrophic RET corresponds to an induction of muscle RNA content and translational capacity [60]. As such, greater total RNA content in VDR-OE muscles in addition to an increase of numerous rRNA's (by targeted qRT-PCR) demonstrates systematic adaptations required for sustained and successful hypertrophic growth. This is further substantiated as phosphorylation of ribosomal S6K1 via mTORc1-signalling, controls ribosomal biogenesis through induction of ribosomal biogenesis genes [61]. Moreover, recent investigations have determined that the VDR directly binds to multiple ribosomal 40s and 60s proteins, regulating transcriptional activity [62]. 

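The ribosomal gene-sets of the paper could be followed through 8 ribosomal protein genes that have a name in Supplemental File 1, all of them lower in the 7 VDR-OE muscles than in their control muscles. Their log2 fold changes lay between -0.624 and -0.236, and 6 of the 8 had an adjusted p under 0.05 in edgeR's likelihood ratio test. Rplp0, the most highly expressed of the 5 with the smallest p-values, went from 1093.43 ± 141.18 to 859.58 ± 41.02 CPM (SD, n = 7; log2 fold change -0.338, adjusted p = 0.0178). Rpl35 had a log2 fold change of -0.361 (adjusted p = 0.0133), Rplp1 of -0.293 (adjusted p = 0.0195), Rps25 of -0.236 (adjusted p = 0.0319) and Rpl23a of -0.273 (adjusted p = 0.0389). Each of these 5 was lower in 7 of 7 rats. The mean over the 8 genes was -0.331 ± 0.168 (SD, n = 7; exact permutation test, p = 0.0156, on genes named for small p-values between the same legs and so not independent of that selection). Among the other named genes, 1183 of 1872 were up (Fisher's exact test, adjusted p = 0.000447). The share of all ribosomal protein genes that changed could not be given, because a name exists only for genes with small p-values in the paper's own fit. The list had 80 entries, most of them without a name there, so the fall of these 8 does not stand for the list. In a fit of all 28 samples of the series, the log2 fold change of Rplp0 was -0.344, and none of the 5 genes passed the adjusted threshold. Set against the greater total RNA of VDR-OE muscles, which was measured separately, the paper reads this fall as the paradox of downregulated growth gene-sets after successful growth.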

Finally, the downregulation of ribosomal gene-sets (by RNA-Seq analysis), in the presence of markedly upregulated total RNA pools, confirm a previously reported paradox that successful muscle growth is associated with down-regulation of *“growth”* gene-sets [42] when growth has been successful in high-responders to RE training. While initially appearing contradictory, RNA-Seq analysis requires specific library preperation using poly(A) capture, whereby highly abundant ribosomal RNAs and smaller species (<200 nucleotides) are selectively removed (accounting for >80% of total RNA) [63]. Importantly, both increased synthetic capacity (ribosomal content) and activity (signalling) demonstrate systematic increases, promoting a positive environment for sustained trophic growth in response to VDR-OE.

To facilitate hypertrophy, a robust upregulation of the muscle ECM is a characteristic transcriptional response, which in this study was echoed by our observation increased collagen protein synthesis. For instance, during synergist ablation-mediated hypertrophy, global changes in the muscle transcriptome paired with broad increases in anabolic signalling proteins evident across the time-course of muscle growth [64]. Moreover, ECM-related gene expression is heightened, with notable enhancement of basement membrane collagens assisting in the transmission of force in muscle [64]. 

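The 16 collagen genes with a name in Supplemental File 1 were all up in VDR-OE muscles, with log2 fold changes from 0.491 to 2.033 and an adjusted p under 0.05 for each in edgeR's likelihood ratio test (7 rats, VDR-OE against control leg). Col6a5, at the top of this range, was lowly expressed and rose from 0.32 ± 0.28 to 1.19 ± 0.57 CPM (SD, n = 7; adjusted p = 1.8e-10). Col3a1 was more highly expressed and rose from 1643.94 ± 640.56 to 3057.04 ± 1402.47 CPM (SD, n = 7; log2 fold change 0.836, adjusted p = 1.34e-05). The mean ± SD of the groups overlapped for Col3a1, but within each rat the VDR-OE leg was higher, by 0.374 to 1.413 on the log2 scale. Col16a1 and Col14a1 had log2 fold changes of 0.922 and 0.979. Among ligands and receptors of integrins, Fn1 went from 121.86 ± 58.6 to 232.07 ± 104.61 CPM (SD, n = 7; log2 fold change 0.932, adjusted p = 1.65e-06), and Thbs2 had a log2 fold change of 1.081 (adjusted p = 5.22e-05) and was higher in 6 of 7 rats. Tgfbi and Thbs3 had log2 fold changes of 0.854 and 0.862. The mean over the 25 named integrin β1 pathway genes rose by 0.774 ± 0.353 (SD, n = 7; exact permutation test, p = 0.0156, not independent of how the genes were named). Without the animal in the design, the log2 fold change of Fn1 was 0.929, and neither Fn1 nor the collagen gene Col1a1 passed the adjusted threshold. Col1a1 did not pass it in a fit of all 28 samples of the series either. The closing observations describe how low values in the control legs may contribute to these rises. From its own RNA-Seq analysis, the paper places structural, integrin and ECM gene-sets among the most upregulated, the core matrisome included.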

Here, we used RNA-Seq analysis to demonstrate that ECM, integrin and structural gene-sets to be among the most upregulated, notably including enrichment of the core matrisome; a collection of genes encoding fundamental ECM proteins, including ECM glycoproteins, collagens and proteoglycans [65]. In skeletal muscle, the ECM provide structural support to growing fibres and enables mechanical transmission [66] via integrin-mediated signalling and focal adhesion complexes, vital to downstream AKT/mTORc1 anabolic signalling in response to muscle contraction [67,68]. Previous investigations have identified 3,000 VDR-target genes, with 50% being transcriptionally regulated by Vitamin D including matrisome and ECM-associated genes [69]. This regulation is recapitulated in VDR knockdown primary human skeletal muscle cells, as exogenous VitD induces VDR dependant systemic upregulation of focal adhesion, integrin signalling and ECM-related gene-sets [70]. Together, our findings indicate the VDR is at the nexus of ECM gene regulation, which may permit more effective contractile stimulated anabolic signalling and is likely a robust biomarker of protein accretion and hypertrophy.

Satellite cells (SCs) are indispensable for the regeneration of skeletal muscle [50,71] and likely have a mechanistic role in muscle hypertrophy through provision of myonuclei for fusion into pre-existing myofibres [72]. Here, we showed that VDR-OE was sufficient to enhance SC proliferation *in vivo,* as indicated by an increase in the recruitment of PAX7-positive cells [73], particularly in fast type IIX fibres. In support of this, further probing of RNA-Seq via TF (supplementary file 2) and pathway analysis demonstrated that VDR mediated upregulation of key SC regulatory genes, e.g., SRF (a regulator of SC proliferation and recruitment through paracrine signalling [74]) and multiple *Pax* genes. Recent investigations have demonstrated antipodal influences, whereby myocyte deletion of the VDR in mice results in systemic downregulation of cell cycle-related genes [10]. This is further substantiated by a reciprocal comprehensive up-regulation in cell cycle pathway genes. 

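Averaged over the 26 cell cycle pathway genes with a name, the within-rat log2 ratio of VDR-OE to control was 0.556 ± 0.515 (SD, n = 7 rats), above 0 in 6 of the 7 rats (exact permutation test, p = 0.0312). Genes have a name because of small p-values between the same legs, so this mean does not stand for the whole pathway. The log2 fold change was 1.261 for Mcm5, 1.113 for Cdc6, 1.094 for Cdkn2a and 1.07 for Rbl1, with an adjusted p of 0.0125, 0.0132, 0.00561 and 0.0319 in edgeR's likelihood ratio test. With edgeR's quasi-likelihood test, 19 of the 26 genes lost significance, and none of these 4 passed the adjusted threshold, although their direction was unchanged. For the paper, the rise of cell cycle genes after VDR-OE mirrors their fall in muscle without the VDR.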

Potential regulatory functions of VitD upon cell cycle pathways have previously been observed in THP-1 cells. Thus, while stimulation of the VDR by VitD provides a positive modulatory role upon proliferation, it is likely to occur due to the positive role of increased VDR expression [75]. Similarly, past work has shown that VDR expression increases in skeletal muscle regenerating from injury [12] and is co-localised to SCs (PAX7-positive nuclei) [76]. Further, muscle cell motility (essential for SC fibre infiltration) is improved by administration of low Vitamin D concentrations (10 nmol) in an *in vitro* wound model (i.e., myoblasts and fibroblasts) [77]. It is important to note that the enhanced satellite cell proliferation is unlikely to have participated in the demonstrated muscle hypertrophy within the relatively short duration of VDR-OE (10 days), as fusion to pre-existing fibres is not likely to have occurred because only proliferative MRFs were increased at this time. That said, these data support the notion that the VDR alone can regulate SC proliferation, an essential aspect of muscle regeneration, while our findings both corroborate and extend the mechanistic evidence that enhanced SC proliferation is a feature of VDR-OE-induced muscle hypertrophy.

Given that different VDR genotypes [78] and altered regulation of *VDR* expression in human muscle [6] have been associated with the control of muscle mass, we next investigated the relevance of our findings in relation to human muscle mass following 20 weeks of RET [42], specifically, correlative muscle VDR transcriptional responses. In a previous investigation, VDR protein expression was shown to increase in response to acute resistance exercise in rats [22]. Our RET study resulted in an upregulation of the *VDR*, and crucially, showed that the heterogeneity of the gains in lean mass to the hypertrophic stimulus were closely correlated with *VDR* upregulation. A relationship was also evident with muscle Vitamin D-handling enzymes; *CYP27B1* expression positively correlated with an upregulation of VDR, potentially regulating local control of Vitamin D metabolism [8,9]. Therefore, Vitamin D status alone may not regulate muscle mass/function, but rather, sufficient VDR expression may be required. This may explain the ambiguity of efficacy seen within some Vitamin D supplemental studies and muscle function in both elderly [79] and young healthy individuals, as often VDR expression is not measured [7,9]. Furthermore, disparities between VDR regulation and plasma VitD may be due to technical difficulties in the quantification of VitD metabolites (i.e., distinction between metabolites e.g., 25 [OH]D_3_ and 3-epi-25 [OH]D_3_ [80]), seasonal variance or there being no direct relationship in human skeletal muscle. Finally, previous investigations have proposed that VitD has a role in type 2 diabetes (T2D) and glucose metabolism, enhancing glucose transport in muscles [81], while other investigations have observed inverse correlations between plasma 25 [OH]D and Homeostatic Model Assessment of Insulin Resistance (HOMA-IR) in humans [82,83]. However, we saw no relationship between changes in VitD status and HOMA-IR. Likewise, glucose uptake and glycogen storage were unchanged in response to VDR-OE. This may be due to VitD-/VDR-mediated influences upon glucose stimulated insulin secretion, relative to glucose metabolism, as observed in Vitamin D deficient T2D rat models [84]. Moreover, continual reduction in serum insulin concentrations following an OGTT has been described in VDR mutant mice [85]. This indicates that if VitD/VDR does have a role in glucose homeostasis, our models may be insufficient to detect this, or it could be mediated through effects on insulin secretion (not measured in our model), rather than glucose uptake in skeletal muscle.

There are also limitations within this study. These *in vivo* data are limited to the TA muscle, a predominantly type II fibre muscle used during the *in vivo* measures. While previous investigations have demonstrated faster type II-prominent muscle hypertrophy to a greater extent than slower type-I muscles (i.e., soleus), heightened MPS and fibre CSA increases consistent responses between muscle types [86]. Moreover, differences between baseline characteristics of differing muscle types is an important consideration, with ribosomal content in soleus muscles exceeding that of faster muscles. Thus, VDR regulated mechanisms of hypertrophy may differ between metabolically distinct muscles. While robust VDR upregulation is observed in response to RET, correlative analysis is unable to determine causative mechanisms; thus, further investigation is required to elucidate these. Furthermore, while direct comparisons between *in vivo* and correlative human data should be cautiously undertaken, we demonstrate coordination of overarching principles of muscle hypertrophy through regulation of MPS and ribosomal expansion. Finally, we demonstrate *in vivo* increases in anabolic signalling capacity and activation (total and phosphorylated respectively). VDR manipulation may influence how muscle responds to the stimulation of these pathways by diet (i.e., amino acids) or exercise. These data provide intriguing insight into the autonomous role of the VDR in skeletal muscle health and maintenance. Moreover, future studies may be able to elucidate the role of VDR within established anabolic stimuli, such as acute feeding responses or mechanical loading. Thus, Vitamin D analogues or targeted therapies increasing VDR expression may be a potential manner in which to enhance anabolic responses to dietary intervention or exercise, which is of particular importance in age-related anabolic blunting and sarcopenic development.

In conclusion, we demonstrate a positive role of enhanced VDR expression on skeletal muscle, showing that gain of function of VDR autonomously stimulates hypertrophy associated with increased AKT/mTOR anabolic signalling, muscle protein synthesis, ribosomal biogenesis and satellite cell activation. VDR expression and Vitamin D processing enzymes are significantly correlated with RET-induced hypertrophy in humans. Based on these data, VDR expression may be a robust marker of the hypertrophic response to resistance exercise. Additionally, Vitamin D analogues that promote increased VDR expression and/or VDR targeting therapies could be further developed to enhance and maintain skeletal muscle mass and responsiveness to exercise.

## Author contributions

JJB, KS, NJS, MEC and PJA designed the experiments. JJB, DA and MEC carried out *in vivo* sample collection. JJB, AN, CSD DJW, JT and FK performed data collection JJB, MSB, DJW, BEP, AP, JT, FK, KS, IJG, NJS, MEC and PJA analysed the data. JJB undertook RNA extraction for RNA-SEQ, with IJG performing bioinformatic analysis. JJB and AMG constructed the pathway analysis. JJB, MSB, DJW and KS performed mass spectrometry analysis. All authors contributed to the preparation and drafting of the manuscript.

# Supplementary material for: Overexpression of the vitamin D receptor (VDR) induces skeletal muscle hypertrophy
**Source:** Mol Metab. 2020 Aug 7;42:101059. doi: 10.1016/j.molmet.2020.101059
**Supplement:** Multimedia component 3

**Supplementary Files**

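Supplemental File 1 lists, for each gene, the log2 fold change between VDR-OE and control muscles, the mean log2 CPM, the likelihood ratio statistic of edgeR, its p-value and the false discovery rate. The rows analysed here cover 1998 genes, those with the smallest p-values, 1260 of them up and 738 down. In the fit of the 7 pairs of VDR-OE and control muscles alone, 1880 of these genes passed the filter on low counts. All 1880 changed in the direction given in the list, and 1672 had an adjusted p under 0.05. The log2 fold changes of that fit differed from the listed ones by a median of 0.007 and by at most 0.102. A fit of all 28 samples of the series with the filter passed in at least 2 samples, a setting chosen after seeing the data, covered all 1998 genes, with a median difference in log2 fold change of 1e-04 and in mean log2 CPM of 3e-04.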

**Supplemental File 1** - RNA-Seq analysis of gene expression in VDR-OE muscle compared to contralateral controls.

**Supplemental File 2** – Transcription factor gene set enrichment analysis in VDR-OE muscle compared to contralateral controls

**Supplemental Figure 1**

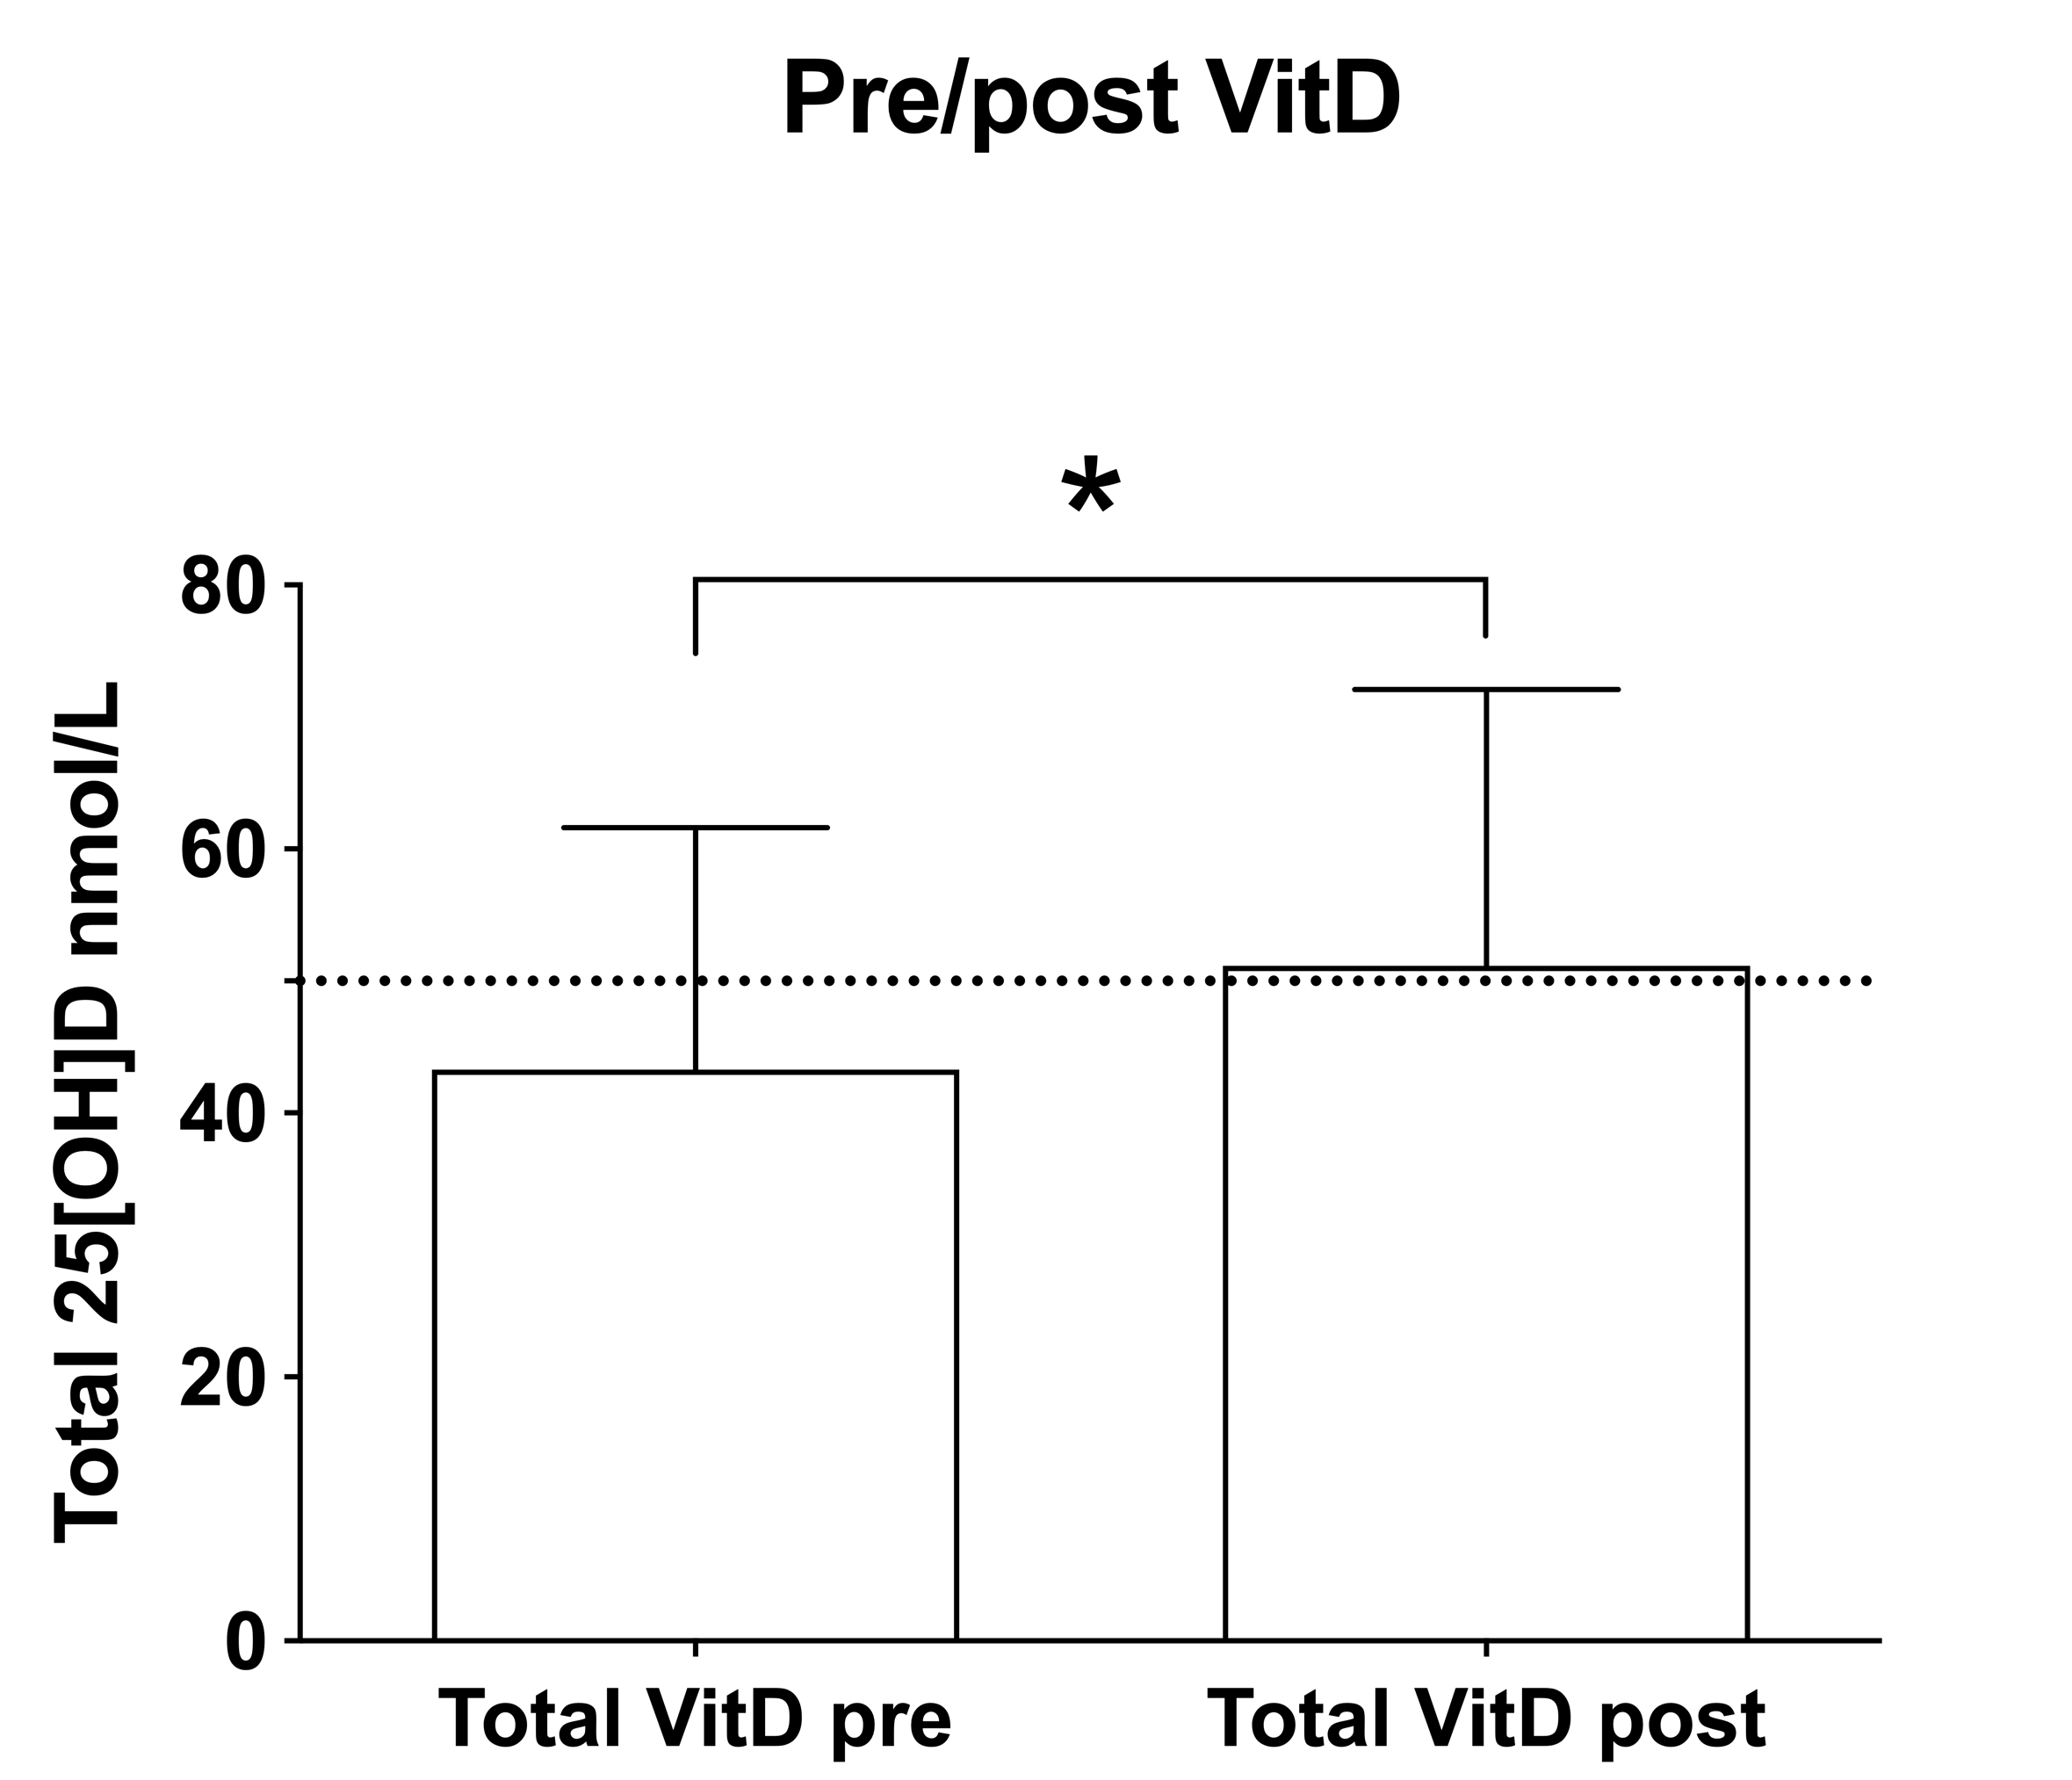

**Supplemental Figure 1**

Mean total plasma 25[OH]D (D2/D3 combined) pre and post 20-week resistance exercise training regime. Dashed line denotes Vitamin D deficiency of 50 nmol/l. Data are mean ±SD. **p*<0.05 between indicated groups.

**Table S1. qRT-PCR primers**

How the deposited data were processed for this re-analysis (not part of the article)

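RNA-Seq counts were analysed for 28 muscles of 14 rats, in 2 arms of 7 rats each. In the VDR-OE arm the right tibialis anterior received the VDR construct and the left an empty vector, 10 days before collection. A second arm, in which the right leg is labelled as VDR knock-down (VDR-KD), is not reported in the paper. Apart from its sequencing depth and its share in fits of all 28 samples, its values appear only in the closing observations. The labels and the paper name different plasmid backbones for the VDR construct, and the samples were mapped by VDR status and animal, which both give.

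The authors sequenced 75 bp paired-end reads, trimmed adaptors with trimmomatic, dropped unpaired reads, and aligned and counted reads per gene with Rsubread. They deposited raw counts per gene for each muscle, without normalisation, over 32883 genes of the rat genome. Total counts per muscle ranged from 38235929 to 44919933 in VDR-OE control, from 39083724 to 46312167 in VDR-OE, from 38284146 to 45899121 in VDR-KD control and from 36684220 to 40958133 in VDR-KD muscles. At this depth a count of 10 corresponds to 0.239 CPM in the VDR-OE arm and 0.251 CPM in the VDR-KD arm.

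From these counts, genes were kept whose CPM exceeded that of a count of 10 in at least 7 samples, since the paper does not give the number of samples. Each arm was fitted on its own with edgeR 4.0.16 in R 4.3.3, with trimmed mean of M-values normalisation, the animal as a block, and the likelihood ratio test that the paper's methods and Supplemental File 1 point to. P-values were adjusted by the Benjamini-Hochberg method. CPM are given as mean ± SD of normalised values, and within-rat ratios as log2 of CPM with a prior count of 0.5. The difference between the arms was tested in a fit of all 28 samples. Alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, a fit without the block, other filters on low counts, a fit of all 28 samples together, and leaving out each rat. A fit of all 28 samples with the filter passed in at least 2 samples was added after seeing the data.

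The scripts were tested on simulated data, with 200 genes changed by 1 on the log2 scale. The likelihood ratio test with the block recovered 89.5% of them, and 20.4% of its calls at an adjusted p of 0.05 were false. A first bound on the share of false calls was set just under this value and was loosened after the test exceeded it. The share was 8.8% without the block, 5.4% for the quasi-likelihood test with 78.5% recovered, 20% for DESeq2, and 18.3% for the difference between the arms. The adjusted p-values of the likelihood ratio test are thus smaller than they should be with 7 pairs.

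Values of single measures were compared with exact permutation tests over the legs of 7 rats, of which 0.0156 is the smallest possible p. Counts of genes were compared with those from 64 within-rat swaps of the legs, or, for the difference between the arms, from 100 drawn swaps and, added after seeing the data, from 100 drawn splits of the rats into arms.

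No genome or table of gene names was available, so names were taken only from the 1998 genes that Supplemental File 1 pairs with an Ensembl identifier. The camera gene-set tests, the promoter motif set and the marker lists planned before the files arrived need names for most genes, and were not run. In their place, added after the files arrived, the direction of the named members of each list was compared with that of the other named genes by Fisher's exact test, over 9 lists. Because named genes were selected by the paper's own p-values, these tests bear on direction only, and genes of a list that move together are not independent. The permutation tests of list means in the VDR-OE arm run on the same selected genes and are not independent of that selection. The lists were written before the files arrived.

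The genes named are Vdr, those the paper names in its RNA-Seq results or measured by qRT-PCR, those of Fig. 6D, the 10 with the smallest p-values per arm among those past the adjusted threshold and changed the same way in 7 rats, the 5 with the smallest p-values per list, and the 5 with the smallest p-values in the difference between the arms. Genes without a name, among them the Pax genes and Srf, were left out. The human samples, protein, histology and qRT-PCR measurements were not analysed here.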

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

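The filters, designs, gene lists and most alternatives were fixed before the processed files arrived. The predictions on library size, on mislabelled samples, on rats 416 and 419 and on the ATF4 target genes were written only after the result was seen, as were the rules that picked genes for the check of sample identity. Among 99 tests for a sample far from the others, 3 were flagged, where about 5 would be by chance. In rat 416 the mean log2 ratio of the integrin β1 pathway genes was 0.069, the lowest of the 7 rats. The log2 ratio of Cdkn2a was 4.474 in rat 422, from counts of a gene at 0.55 ± 0.43 CPM (SD, n = 7) in control muscles, and that of Col6a5 was 1.09 in rat 420, from 0.32 ± 0.28 CPM (SD, n = 7). No biological explanation was tested for these.

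Rat 416 differed across the transcriptome. Its log2 ratios had a correlation across genes of -0.102 with the mean of the other rats, against 0.352 to 0.744 for the other 6, and genes are not independent replicates. A mislabelled sample could give this. However, Vdr was higher in the right leg of rat 416, with a log2 ratio of 10.03, and both legs shared the state of all 9 genes that are on in some rats and off in others. Rat 419 showed the opposite combination, with no rise of Vdr but a correlation of 0.352 with the others, and its legs shared the state of 100% of these genes. An exchange of samples between rats is therefore not seen for either, and what sets them apart remains open.

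In the VDR-KD arm, which the paper does not report, the legs labelled as one rat shared the state of on/off genes in 46% of 63 comparisons, and 4964 of the 5040 pairings of left and right legs shared as many or more. In the VDR-OE arm they shared it in 63 of 63, reached by 1 of the 5040 pairings. The genes had a gap of at least 1.5 on the log2 scale, and 3 that followed the treatment were excluded. The deviations of legs of one rat had a mean r of -0.107 in the VDR-KD arm (exact permutation test, p = 0.733). A candidate explanation is that samples of the VDR-KD arm are mislabelled, and results that pair these legs are uncertain for that reason. No pairing of its left with its right legs shared more than 51 of the 63 states. An exchange between left and right labels is therefore not excluded, and comparisons of left with right legs are uncertain too. The samples were not paired anew, since that would use the outcome. No fall of Vdr was detected in the legs labelled as knock-down, with 3.46 ± 1.71 CPM (SD, n = 7) against 4.42 ± 2.66 CPM (SD, n = 7) in their control legs, a log2 fold change of -0.253 (adjusted p = 0.929 in edgeR). The within-rat log2 ratios of Vdr ran from -1.629 to 1.652, lower in 4 rats and higher in 3 (exact permutation test, p = 0.609). The arm is therefore called VDR-KD by its labels only, and an effect of lowered Vdr is not shown in it.

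With this limit, the difference between the right and left legs differed between the arms for 18 genes at an adjusted p of 0.05 in edgeR's likelihood ratio test, 3 higher and 15 lower. When rats were exchanged between the arms and kept their legs, a test added after the result was seen, 7 of 100 drawn splits into arms of 7 rats gave as many genes, the real one included, so the number does not stand out from other groupings of the rats. The split planned earlier swapped the legs within rats, and 14 of 100 gave as many. It does not bear on a difference between the arms, since 9 of the other 13 swapped at least 5 of the 7 VDR-OE rats, which brings back the VDR-OE change with its sign reversed. The smallest p-values were those of Vdr (difference 8.82 on the log2 scale), Fgf7 (-1.337), Ppef1 (-3.082), Rnf185 (-1.24) and Tectb (-3.673). Fgf7, Ppef1, Rnf185 and Tectb were lower in 7 of 7 VDR-OE rats.

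The 16 named ATF4 target genes, which respond to amino acid and endoplasmic reticulum stress and which the paper does not discuss as a group, had a mean log2 ratio of -1.304 ± 0.601 (SD, n = 7) and were lower in 7 of 7 rats. This did not follow the size of the Vdr induction (Pearson r 0.03, exact permutation p = 0.956, adjusted p = 0.956; Spearman rho 0.107, exact permutation p = 0.84; r = 0.49 without rats 418 and 419). Their mean log2 CPM was 4.36 ± 0.711 (SD, n = 7) in VDR-OE control, 3.083 ± 0.241 in VDR-OE and 3.475 ± 0.519 in VDR-KD control muscles. The VDR-OE control legs were higher than the VDR-KD control legs by 0.885 (exact permutation test, p = 0.0227, adjusted p = 0.0303), while the difference of the VDR-OE legs from them, -0.392, was not resolved with 7 rats per group (exact permutation test, p = 0.0962). High values in the control legs may contribute to the fall, but a fall of the VDR-OE legs below the VDR-KD control legs is not excluded. For Fgf21 the difference to the VDR-KD control legs was 2.418 for the VDR-OE control legs and -2.375 for the VDR-OE legs (exact permutation tests, p = 0.00408 each), so its fall does not rest on the control legs alone. Other genes were not tested in this way. Mean Stbd1 was 408.81 CPM in VDR-OE control, 163.73 in VDR-OE, 205.87 in VDR-KD control and 155.24 in VDR-KD muscles. For Sesn2 these values were 64.38, 15.24, 20.3 and 22.14 CPM, so high control legs may contribute there. Ccdc136 and Fhad1 went the other way, with VDR-OE control legs near the VDR-KD control legs (27.55 against 25.13 and 2.31 against 1.82 CPM). Mean Col1a1 was 878.41 CPM in VDR-OE control, 1607.45 in VDR-OE, 2007.43 in VDR-KD control and 1819.96 in VDR-KD muscles (n = 7 each). For Col3a1 these values were 1643.94, 3057.04, 3310.72 and 3286.18 CPM, and for Mcm6 5.65, 10.86, 11.38 and 15.41 CPM. Low values in the VDR-OE control legs may therefore contribute to the rise of ECM and cell cycle genes, which was not tested. The arms may also differ in plasmid and duration, and cannot be told apart from such a batch.

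The 8 named macrophage markers rose by 1.284 ± 0.969 (SD, n = 7), in 7 of 7 rats. The 12 proliferation markers rose by 0.905 ± 0.727 (SD, n = 7), and over the 7 rats the lists rose together (Pearson r = 0.973, exact permutation p = 0.000992, adjusted p = 0.00496 over 5 relations; Spearman rho 0.964, exact permutation p = 0.00278, adjusted p = 0.0139). Without rats 421 and 422, r was 0.918 (exact permutation p = 0.05). RNA from infiltrating macrophages is a candidate source of the proliferation signal, but dividing satellite cells that rise along with macrophages would give the same relation. The 5 named T and NK cell markers were also highest in rats 421 and 422, at 2.779 and 3.165, so other immune cells are candidates too. The satellite cell markers were at 0.38 and 0.066 in these rats and highest in rat 419, at 0.792. Only 2 of them had a name, too few to decide between the sources. No batches are recorded.

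Nr1i3, a receptor gene related to Vdr, reached 5090 counts in a VDR-OE muscle. Over the 7 VDR-OE muscles, 13541 counts fell on Nr1i3 and 716043 on Vdr, or 1.89 per 100, near the 1.57 per 100 of control muscles. The SD of the log2 ratio of Nr1i3 to Vdr counts was 0.292. A candidate explanation is that Vdr reads are counted on Nr1i3, and no biological induction of Nr1i3 can be told apart from this.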

How the results depend on the processing

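The count of VDR-OE genes past the unadjusted threshold of 0.05, 4440, stayed within 1.5 times under every setting that kept all rats, and was 3012 to 6395 with a rat left out. The count past the adjusted threshold, 2262, fell to 663 with all 28 samples in one fit, 1037 with the quasi-likelihood test, 1390 with no replicate block, and 653 with all 28 samples and the filter in at least 2 samples, which was chosen after seeing the data. With a rat left out it was 908 to 5069, the highest without rat 416. Fitting all samples shares the estimate of the spread with the VDR-KD arm, where it is larger (biological coefficient of variation 0.3328 against 0.2142), and this could explain the fall to 663.

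For VDR-KD, 401 genes past the unadjusted threshold became 947 with all 28 samples, 1004 with the added setting, 625 with DESeq2 and 810 with no filter, and 164 to 2898 with a rat left out. The adjusted count of 0 became 5 with the added setting, 4 with the filter in at least 2 samples and 5 with no filter, and 0 to 127 with a rat left out. The no replicate block fit gave 595 and 0. Of the genes that differed between the arms, 18, there were 44 with DESeq2, 0 with the quasi-likelihood test, 36 with no replicate block and 6 to 195 with a rat left out. If the labels of the VDR-KD arm do not pair the legs, the block would add noise there, which may contribute to this spread (4964 of the 5040 pairings shared the state of as many on/off genes as the labelled one).

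The direction of the named mTOR pathway genes was 0% up throughout, and was past the threshold of Fisher's exact test with all 28 samples (0%) and with some rats left out (0%), as the other named genes change. The relation of the Vdr induction to proliferation markers, r 0.426, became -0.119 without the 2 farthest rats, and that to the tRNA synthetases, -0.382, became 0.706, so both rested on rats 418 and 419. The directions of the other lists, Vdr and the correlation of the arms kept their side of the threshold.

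For the 72 other named genes, 403 of 504 values kept their call, 101 lost significance and 0 reversed. With a rat left out, only the lowest and highest log2 fold change of 70 of these genes were followed. Of these 140 values, 116 kept the call and 24 lost it. The cell cycle and ribosomal protein genes were those most often lost. Of the self-test's calls 20.4% were false for the likelihood ratio test and 5.4% for the quasi-likelihood test, so genes called only by the former are less certain. Genes under 0.239 CPM were not tested at this depth. The camera settings (normalisation and inter-gene correlation) and the motif distances were not run, because fewer than 80% of the members had a name.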

Differences from the paper's values

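The paper's Supplemental File 1 lists 653 genes at a false discovery rate under 0.05, against 2262 here. Of the alternatives set before the files arrived, the fit of all 28 samples together (663) and those without rat 420 (930) or rat 421 (908) came within 1.5 times of the paper's value. The others did not, with 2296 for the filter in at least 2 samples, 2752 for DESeq2, 1037 for the quasi-likelihood test, 2009 with no filter, 1390 without the block, and 1143 to 5069 without each of the remaining rats. All 28 samples with the filter in at least 2 samples gave 653, a setting chosen after seeing the values.

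In Fig. 4B the paper shows Psmd11 as higher after treatment by qRT-PCR, in bars labelled for the knock-down. By RNA-Seq it was lower in 7 of 7 VDR-OE rats, with a log2 fold change of -0.287 (adjusted p = 0.0264 in edgeR). The call was lost with the quasi-likelihood test, without the block and with all 28 samples in one fit. It was also lost in the leave-one-out fit with the weakest change (-0.245), while the direction stayed the same.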

Other observations

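In the VDR-OE arm, 2 of the 64 within-rat swaps of the legs gave as many genes past the unadjusted threshold, the real assignment included, and 2 of 64 past the adjusted one. The other was the swap of rat 416 alone, with 5953 and 4415 genes. The median swap gave 310 and 1. In the VDR-KD arm, 23 of 64 swaps gave as many genes as the 401 past the unadjusted threshold. For the adjusted threshold, 64 of 64 did, but any swap reaches a count of 0, so this comparison decides nothing.

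No difference between the legs was detected in the VDR-OE arm for total counts (exact permutation test, p = 0.297) or for the share of the 10 genes with the most counts (exact permutation test, p = 0.266). In the VDR-KD arm total counts were higher in the right leg of only 1 of 7 rats, which 7 pairs do not resolve (exact permutation test, p = 0.0625). This test relies on the labelled pairing, which is uncertain in that arm, and none without the pairing was run. A difference in depth between its legs is therefore not excluded.

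It was asked whether the size of the Vdr induction followed the response over the 7 VDR-OE rats. For the core ECM genes, Pearson r was -0.508 (exact permutation p = 0.248, adjusted p = 0.578) and Spearman rho -0.75 (exact permutation p = 0.0663, adjusted p = 0.166), with r = -0.63 without rats 418 and 419. For the proliferation markers r was 0.426 (exact permutation p = 0.378, adjusted p = 0.578) and rho 0.179 (exact permutation p = 0.713), with r = -0.119 without those rats. For the tRNA synthetases r was -0.382 (exact permutation p = 0.462, adjusted p = 0.578) and rho -0.126 (exact permutation p = 0.8), with r = 0.706 without them. No relation with the Vdr induction passed the correction over 5, with 7 rats, and no batches are recorded.

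Both arms treated the right leg. Their log2 fold changes had r = 0.528 over 14406 genes, which are not independent replicates, but 21 of 64 swaps of the VDR-OE legs gave an r as large. In the VDR-KD arm the mean log2 ratio was 0.054 for the core ECM genes (exact permutation p = 0.812) and -0.062 for the tRNA synthetases (exact permutation p = 0.422). These means are the same under any pairing of left and right legs, and exact permutation tests without the pairing gave p = 0.849 and p = 0.348. An exchange of labels between left and right legs would change these means, and neither form of the test guards against it. No shared change was detected in these lists, and with 7 rats a small one is not excluded. Vdr itself did not fall detectably in the legs labelled as knock-down (log2 fold change -0.253, adjusted p = 0.929 in edgeR, lower in 4 of 7 rats), so the counts do not show a working knock-down. Which leg was treated in that arm was not tested.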
